# The class I-specific HDAC inhibitor MS-275 modulates the differentiation potential of mouse embryonic stem cells

**DOI:** 10.1242/bio.20135587

**Published:** 2013-08-22

**Authors:** Gianluigi Franci, Laura Casalino, Francesca Petraglia, Marco Miceli, Roberta Menafra, Branka Radic, Valeria Tarallo, Monica Vitale, Marzia Scarfò, Gabriella Pocsfalvi, Alfonso Baldi, Concetta Ambrosino, Nicola Zambrano, Eduardo Patriarca, Sandro De Falco, Gabriella Minchiotti, Hendrik G. Stunnenberg, Lucia Altucci

**Keywords:** Stem cell, Epigenetic, HDACi

## Abstract

Exploitation of embryonic stem cells (ESC) for therapeutic use and biomedical applications is severely hampered by the risk of teratocarcinoma formation. Here, we performed a screen of selected epi-modulating compounds and demonstrate that a transient exposure of mouse ESC to MS-275 (Entinostat), a class I histone deacetylase inhibitor (HDAC), modulates differentiation and prevents teratocarcinoma formation. Morphological and molecular data indicate that MS-275-primed ESCs are committed towards neural differentiation, which is supported by transcriptome analyses. Interestingly, *in vitro* withdrawal of MS-275 reverses the primed cells to the pluripotent state. *In vivo*, MS275-primed ES cells injected into recipient mice give only rise to benign teratomas but not teratocarcinomas with prevalence of neural-derived structures. In agreement, MS-275-primed ESC are unable to colonize blastocysts. These findings provide evidence that a transient alteration of acetylation alters the ESC fate.

## Introduction

Epigenetic regulation refers to the modulation of gene expression in cellular heritability, fate, development and (re)programming other than through alterations of the DNA sequence itself (Kim et al., 2010; Orkin and Hochedlinger, 2011). Aberrant epigenetic regulation has been directly linked to human diseases such as cancer (Martens et al., 2010) and epigenetic modulating compounds, the so-called ‘epidrugs’, have entered into the clinic (Manzo et al., 2009). A plethora of studies have revealed that in embryonic stem cells (ESCs) the structure of chromatin influences the expression of the pluripotency genes and characteristics, such as the transcription factors (TFs) Oct4 and Nanog (Chambers et al., 2003; Loh et al., 2006; Niwa et al., 2000). The relationship between TFs and chromatin organization is essential for both stem cell potential and differentiation (Arney and Fisher, 2004; Atkinson and Armstrong, 2008; Bernstein et al., 2006; Dovey et al., 2010; Golob et al., 2008; Karantzali et al., 2008; Orkin and Hochedlinger, 2011). Although the involvement of epigenetic mechanisms in self-renewal, pluripotency and regulation of differentiation has been extensively investigated (Atkinson and Armstrong, 2008), we are far from understanding phenomena such as the metastability of ESCs (Hayashi et al., 2008) and the heterogeneity of ESC-derived differentiated cells (Mummery et al., 1990). The concept that during embryo development the major epigenetic changes affecting genome regulation represents the conversion from a euchromatic to a heterochromatic compact state (Arney and Fisher, 2004) has been amply debated (Golob et al., 2008; Marks et al., 2012). As ESCs have the intrinsic ability to give rise to all differentiated tissues (Boiani and Schöler, 2005; Chambers and Smith, 2004; Golob et al., 2008; Marks et al., 2012; Solter, 2006), they represent a powerful model to decrypt both the mechanism(s) of pluripotency and the potential impact of epigenetic modulators on stem cell and differentiation potential (Arney and Fisher, 2004; Dovey et al., 2010; Hsieh et al., 2004; Karantzali et al., 2008; Kim et al., 2010; Lee et al., 2009; Lenka and Ramasamy, 2007). In this scenario, it is not unexpected that epidrugs act as modulators of stem cell potentiality and/or differentiation of ESCs. Indeed, the histone deacetylase inhibitor (HDACi) VPA (Valproic Acid) has been reported to impact on differentiation (Jergil et al., 2011; Lee et al., 2009) and the G9 methyl-transferase inhibitor, BIX01294, to affect reprogramming (Medvedev et al., 2011).

Here, we identify MS-275 (MS-275) a class I histone deacetylase inhibitor (HDAC) as a modulator of the differentiation potential of ESCs. We identified MS-275 in a cell-based screen as a regulator of mouse ESC proliferation and priming into differentiation. Notwithstanding, MS-275-induced ESC priming is fully reversible *in vitro*. MS-275-primed ESCs only give rise *in vivo* to benign teratomas, but not teratocarcinomas, with prevalence for neural-derived structures. Moreover, ESCs transiently treated with MS-275 were unable to colonize blastocysts. We thus suggest that the higher acetylation-state primes ESCs into neural-bound commitment.

## Results

### ESC proliferation is affected by chromatin modifying drugs

To investigate the impact of epigenetic modulators on ESC growth, we screened a small selection of known epidrugs targeting diverse classes of chromatin enzymes using an integrated robotic workstation (Casalino et al., 2011). EGFP-marked mouse ESCs (β-actin EGFP-TBV2) were plated in feeder-free gelatin-coated 96-well plates and allowed to adhere for 6 hours before the addition of selected epidrugs at four different concentrations (supplementary material Table S1). Following 36 hours of culturing in the presence of the compound, EGFP-derived fluorescence was quantified as a proxy of cell proliferation. A subset of the results is represented as a heat map (Fig. 1A). All-Trans Retinoic Acid (ATRA), included as a positive control, showed the expected pro-proliferative effect as compared to the control (vehicle) (Fig. 1A). HDACis, such as Vorinostat (SAHA) (Butler et al., 2000) (Fig. 1B) and MS-275 (MS-275) (Park et al., 2004; Saito et al., 1999) (Fig. 1C), displayed a dose-dependent effect, being cytotoxic at higher doses and pro-proliferative at lower concentrations (supplementary material Table S1). A similar effect was obtained with BIX01294, a G9 methyltransferase inhibitor (HMTi) (Chang et al., 2009) (Fig. 1D). Validation by cell count confirmed these results (supplementary material Fig. S1A) and both SAHA and MS-275 displayed dose-dependent HDAC1 inhibition (supplementary material Fig. S1B).

**Fig. 1.**
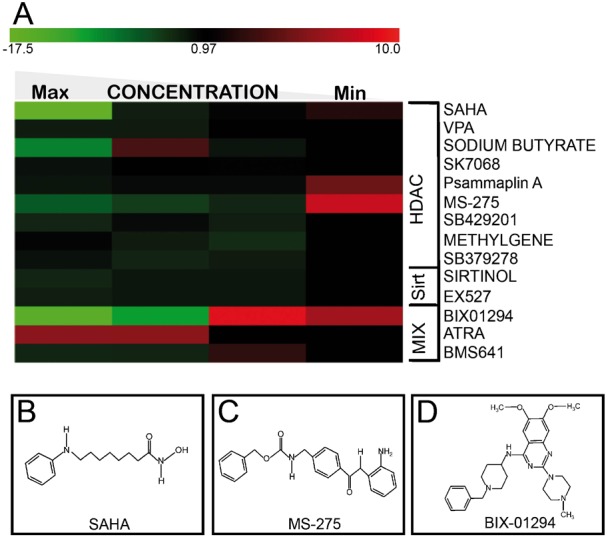
Effects of different drugs on ESC proliferation. (A) Mouse embryonic stem cells (TBV2) engineered for the expression of Enhanced Green Fluorescent Protein under the control of beta actin promoter (β-actin/EGFP TBV2) were plated in automation by using the Cellmaker and treated with the indicated drugs after 6 h. The fluorescence emitted was recorded after 42 h. The data were validated by semi-automated counts for MS-275, BIX01294 (supplementary material Fig. S1A). The columns are increasing concentrations of the compounds. The list of drugs and concentration is shown in supplementary material Table S1. (B–D) The structures of SAHA, MS-275, and BIX-01294, respectively.

Treatment of ESCs (or β-actin EGFP-TBV2 cells) with SAHA or MS-275 for 12 h and 24 h strongly increased acetylation of H3K9 (Fig. 2A), H3K18 and H3K23 (supplementary material Fig. S2A,B). Interestingly, a physiological increase of H3K9 acetylation, i.e. in absence of any ‘epidrug’ treatment, was also observed during neural and cardiac differentiation (Fig. 2B), suggesting that increased acetylation might impact on ESC differentiation potential.

**Fig. 2.**
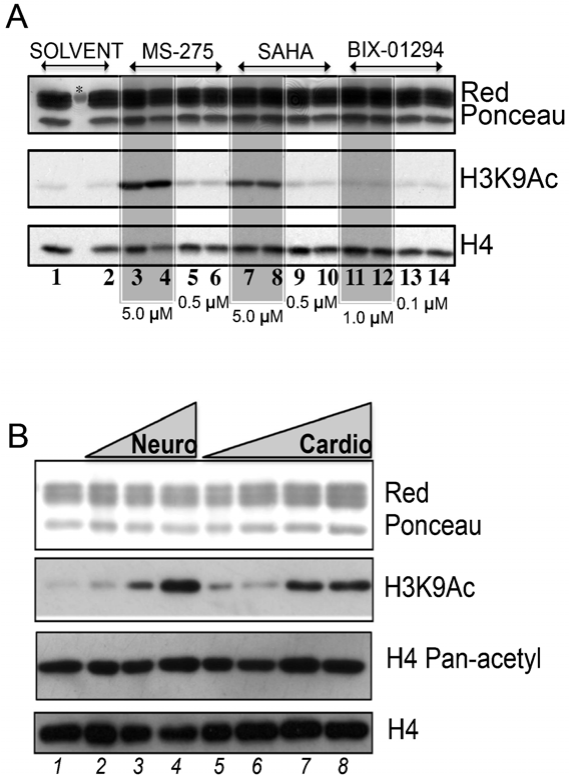
Histone acetylation upon chromatin modulator treatment and during ESC differentiation. (A) Western blot for H3K9 acetylation: lanes 1,2: DMSO; lanes 3,4: MS-275 at 5.0 µM; lanes 5,6: MS-275 0.5 µM; lanes 7,8: SAHA at 5.0 µM; lanes 9,10: SAHA at 0.5 µM; lanes 11,12: BIX-01294 at 1.0 µM; lanes 13,14: BIX-01294 at 0.1 µM. Odd and even numbers are at 12 h and 24 h, respectively. (B) Acetylation levels of H3K9 during neural and cardiac differentiation: lane 1) undifferentiated stem cell; lanes 2–4, neuronal differentiation at 4, 8 and 10 days, respectively. Lanes 5–8: at 4, 8 and 10 and 13 days. The H4pan antibody recognizes K 4-7-11-15ac. Histone H4 and Ponceau Red are used as loading controls. Asterisk represents the molecular weight marker.

### Transient MS-275 treatment promotes neural differentiation of ESCs *in vitro*

To evaluate the ability of acetylation to modulate ESC differentiation *in vitro*, TBV2 cells were pre-treated for 24 hours with MS-275 (5.0 µM) or DMSO (0.1%) as control vehicle, and then induced to neuronal differentiation, as previously described (Fico et al., 2008) (Fig. 3A–C). At day 8 of differentiation, Nestin-positive rosette-like clusters, typical of neural precursor, were much more expanded in ESC MS-275-pulsed -derived progeny compared to control. Although the beta-III-tubulin-positive mature neurons with complex neurite branching or outgrowth were clearly detectable at day 12 and 18 of differentiation for both solvent and MS-275-pulsed cells, MS-275-pulsed cells yielded more GFAP-positive glial cells. RT-qPCR data confirmed the difference observed in the relative abundance of neural progenitors and glial cells. The MS-275-pulse caused a slight decrease of the neuroectodermal marker *Pax6* expression, accompanied by an earlier, and more sustained expression of *Nestin* (Fig. 3D). Small differences until the day 12 of differentiation in βIII-tubulin levels were observed; in contrast at day 18, a higher level after the treatment is detectable. In addition, the RT-qPCR data confirm and strengthen the strong increase of GFAP in treated cells, already observed with immunohistochemistry (Fig. 3C,D).

**Fig. 3.**
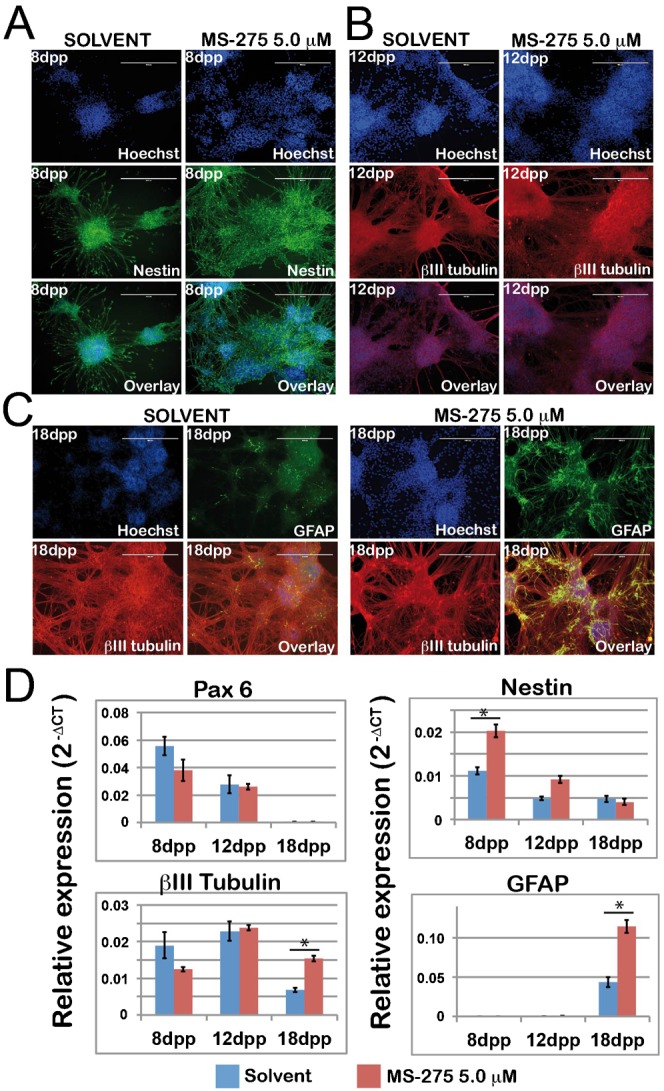
MS-275 impacts on neural differentiation of ESCs *in vitro*. ESCs were pretreated for 24 hours with solvent (DMSO 0.1%) or 5 µM MS-275 and then re-plated for neural differentiation. (A–C) Immunostaining at 8, 12 and 18 day post plating (dpp) of ESC neuronal differentiation, respectively. Cells were fixed and stained with antibodies specific for Nestin, βIII-tubulin and GFAP, showing the presence of neural progenitors, mature neurons and glial cells, respectively. Nuclei were counterstained with Hoechst. Phase contrast (PC) and overlay fluorescence picture are shown. Scale bars: 400 µm. (D) RT-qPCR analysis of neural markers: neuro-ectoderm (Pax6) neural progenitors (Nestin), mature neurons (βIII-tubulin) and Glia (GFAP). mRNA was normalized to GAPDH. Data are means of three independent experiments (error bars: ± S.D.). *p<0.001.

### MS-275 treatment reversibly impacts on stem cell potentiality *in vitro*

The fact that the H3K9ac level induced by the HDACis MS-275 or SAHA is reminiscent of the strong increase of H3K9ac observed during ESC differentiation (Fig. 2B) and that MS-275 treatment impacts on neural differentiation (Fig. 3A–C) prompted us to investigate whether the epidrug-treated ESCs still display a pluripotent status using the alkaline-phosphatase (AP) colony formation assays (O'Connor et al., 2008) (Fig. 4A). With this aim, TBV2 cells pretreated for 24 hours with the three selected epidrugs (SAHA, MS-275, BIX01294) were plated at low density and the colony morphology was observed at day 4 after plating. Based on both AP staining and colony morphology, the colonies were classified into 3 main categories: i) undifferentiated colonies with well defined, rounded shape and strong AP staining; ii) colonies with low AP staining retaining defined edges and rounded features and iii) AP negative colonies showing a flat morphology. While, as expected, almost 100% of the control colonies displayed a characteristic round-shape morphology, nearly 40% of the colonies showed a flat phenotype with irregular edges and loss of AP staining after treatment with 5.0 µM MS-275 (third lane, Fig. 4A). Immunofluorescence analysis showed reduced expression of the pluripotency markers OCT4 and SSEA-1 in ESCs treated with MS-275 5.0 µM compared to the control (Fig. 4B), thus corroborating the potential decrease of stem cell potential despite the presence of LIF in the culture medium. Taken together, these findings showed that pre-treatment with MS-275 causes loss of pluripotency features and primed ESCs for differentiation. Interestingly, when MS-275 was transiently applied for 24 hrs and then washed out and cells re-plated and propagated for 4 passages (p1–p4) (Fig. 5A) with medium change every two days, by passage 4 MS-275-treated cultures regained the morphological (clonogenicity and colony shape) and molecular (expression of the ESC-associated genes *Oct3/4* and *Lefty1* and downregulation of differentiation markers *SOX17* and *Brachyury*) features of ESCs (Fig. 5A–D), thus suggesting that MS-275-induced biological effect was fully reversible. In full agreement, modulation occurring at H3K9Ac post MS-275 treatment (Fig. 5E) and ESC proliferation were also reversible. Similar results were obtained using MS-275 at 0.5 µM (supplementary material Fig. S3). All together our findings support the hypothesis that MS-275-induced hyperacetylation impacts on ESC pluripotency potential and point to a fully reversible effect of this epidrug.

**Fig. 4.**
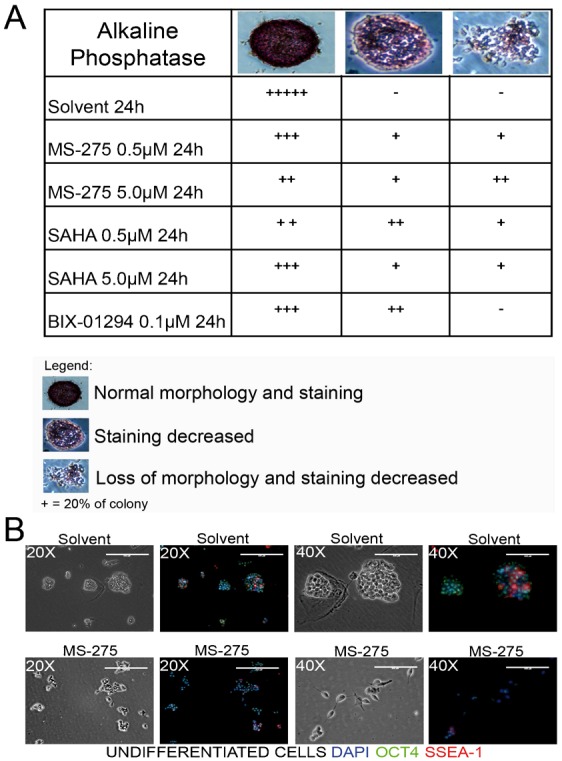
HDAC inhibitors modulate ESC stem cell potential at morphological and molecular level. (A) Effect induced by the indicated compounds on ESC colony morphology and alkaline phosphatase staining. (B) Immunofluorescence of ESC stained for DAPI-OCT4-SSEA-1. Upper panel: control; lower panel: MS-275 at 5.0 µM for 24 h.

**Fig. 5.**
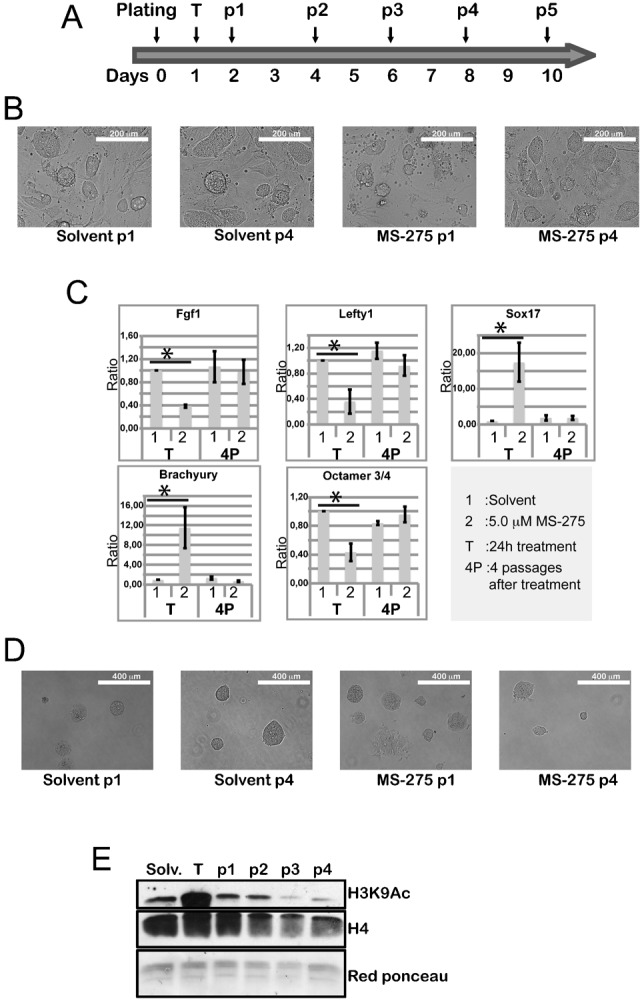
Reversible effect of MS-275 on ESCs. (A) Schematic representation of the experiment: T  =  treatment of 24 h with 5.0 µM MS-275; p1–p4: days of medium change and photo collection. (B) Photo in bright field of solvent and drug treatment at p1, p4. (C) q-PCR of solvent and MS-275 at 5.0 µM concentration treated cells at p1 and p4 for the indicated markers; *p<0.01. (D) Colony formation assay for each day and treatment. (E) H3K9 Acetylation (Ac) levels after 24 h of treatment with MS-275 at 5.0 µM and at the different passages (p1, p2, p3 and p4). Scale bars: 200 µm (B), 400 µm (D).

### Expression analysis of MS-275-primed ESCs reveals commitment to neural differentiation

Transient MS-275 modulation of stem cell and differentiation markers (Fig. 5) prompted us to apply a Differential in Gel Electrophoresis (DiGE) followed by “In Situ Digestion” and nano LC-MS/MS interpretation (Mascot search engine) to determine protein targets. Almost 200 proteins were identified with differential expression after 5.0 µM MS-275 (only mild fluctuations with the lower MS-275 concentration, supplementary material Figs S4, S5). GO analyses indicated modulation of differentiation and neural-oriented pathways (supplementary material Fig. S5; Table S2), yet, the previously identified markers (Fig. 5A–D), were not among them. 

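TBV2 is a mouse embryonic stem cell (ESC) line, and MS-275 is an inhibitor of histone deacetylases. RNA-seq libraries from cells kept for 24 h with solvent (replicates 1 and 2) and from cells kept for 24 h with 5 µM MS-275 (replicates 1 and 2) were analysed. For each library the authors deposited a normalized expression value made with Genomatix for 28250 genes, listed by Entrez identifier and symbol, and the positions of the aligned reads on the mm9 genome. The value is a normalized signal and not a read count, and the paper's text does not give its formula. The values of a library summed to 2489.6 and 3629 with solvent (replicates 1 and 2) and to 2493 and 4359 with MS-275. The deposited alignments, each 35 bases long, numbered 23467935 and 9785619 for solvent replicates 1 and 2 and 20008841 and 10915650 for MS-275 replicates 1 and 2. Across 9918 genes, which are not independent replicates, the values of each library followed the alignments deposited with the other replicate of its condition. Pearson's r on the log2 scale was between 0.877 and 0.914 for these pairs of files, and between 0.709 and 0.827 for values and alignments deposited with the same library. If the alignments were exchanged, the values of replicate 1 rest on 9785619 alignments with solvent and 10915650 with MS-275. In these no position and strand occurs more than once. The values of replicate 2 would rest on 23467935 and 20008841 alignments, of which 53.2% and 54.4% repeat a position already seen. The match does not settle an exchange, since its order also held across conditions. The values of solvent replicate 1 followed the alignments of MS-275 replicate 2 (r = 0.777) more closely than those of MS-275 replicate 1 (r = 0.684). A different handling of repeated positions was thus not told apart from an exchange. Replicate numbers in the text are those of the values.

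Log2 fold changes of MS-275 over solvent were computed on log2(value + 0.005) for the 20336 genes with a value of at least 0.001 in at least 2 of the 4 libraries. They were tested with limma's moderated test, with p adjusted by the Benjamini-Hochberg method. The test set before the data were examined compares the group means. The authors' column headers call replicate 1 of both conditions old, and the deviations of genes from their group means correlated at 0.764 between the libraries with the same replicate number. A fit with the replicate as a block is therefore given beside the other. It leaves 1 residual degree of freedom, so its p rests largely on a variance pooled over genes.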

To further investigate differential expression, two replicas of genome-wide transcriptome profiles (RNA-seq) were generated from cells treated for 24 hours with vehicle or MS-275 at 5 µM in presence of LIF. The data (GEO GSE45909) were analysed using the Genomatix tool and normalized expression values were compared between vehicle and treated at 0.5 µM and 5.0 µM. 

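The values at 0.001 or more, the minimum of the authors' shorter tables, covered 18963 genes in solvent replicate 1, 18194 in solvent replicate 2, 20814 in MS-275 replicate 1 and 20018 in MS-275 replicate 2. The range of the values differed between the replicates. The value exceeded by 0.1% of the genes was 7.67 times the 75th percentile in solvent replicate 1 and 6.94 times in MS-275 replicate 1, against 77.4 times in solvent replicate 2 and 94.7 times in MS-275 replicate 2. The 10 genes with the highest values held 0.505% and 0.469% of the summed values in replicate 1 of solvent and MS-275, and 5.19% and 6.60% in replicate 2. Libraries of the lower dose were not analysed here.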

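Without a replicate block, 1 of the 20336 genes tested passed an adjusted p of 0.05 as higher with 5 µM MS-275 and 0 passed as lower, against 2974 higher and 564 lower at an unadjusted p under 0.05. The gene was Muc3, a mucin gene (Entrez 666339, chromosome 5 of mm9 from 137610794 to 137625994). Its value was 0.00874 ± 0.00143 (SD, n = 2) with solvent and 0.398 ± 0.129 (SD, n = 2) with MS-275. This is a log2 fold change of 4.84 (standard error 0.476, adjusted p = 0.0415 from limma). Among the alternatives without a block, its adjusted p ranged from 0.00442 to 0.135. The replicate block moved the counts most among the alternatives set before the data were examined, to 4277 genes higher and 1314 lower. On simulated values of the same layout, in which 200 genes were changed by 2 on the log2 scale, the test without a block recovered 10.5% of the changed genes with 0 false calls. With the block it recovered 99.5% with 15 false calls among the unchanged genes. The simulated values had the same replicate offset in both conditions, and their spread was taken from the fit with the block. This set-up favours the block, so its recovery does not vouch for the calls on the deposited values.

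With the block, 76.5% of the genes that passed were higher with MS-275. When each library was also scaled by the median ratio of genes, 3344 genes were higher and 2806 lower, so that 54.4% were higher. After quantile normalization and with the block, 2812 genes were higher and 2783 lower, which is 50.3% higher. The median log2 fold change of all genes tested was 0.20 with the authors' values, -0.01 after median-ratio scaling and -0.03 after quantile normalization. Counts of distinct alignment positions on 17603 genes, tested with limma-voom, gave 2030 genes higher and 1273 lower without a block, and 4163 higher and 3710 lower with it. The fit with the block over distinct positions had 1 residual degree of freedom and took the variance wholly from all genes together.

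By a rule on the ratios alone, without a test, 3256 of the 28250 genes were at least 2-fold higher in both replicate pairs and 575 were at least 2-fold lower, with values under 0.001 set to 0.001. Of these, 2915 and 519 also passed the test with the block in the same direction. With all 4 libraries kept, the count of higher genes moved by the largest factor with a floor of 0.01, to 1263, and the count of lower genes with a minimum of 3-fold, to 182. With 1 library left out in turn, the count of higher genes was largest without solvent replicate 1, at 7052, and the count of lower genes without MS-275 replicate 1, at 2730.

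The 5 genes with the largest rise among those that passed with the block, chosen after their values were seen, were Dmkn (log2 fold change 4.94), Spz1 (4.90), Muc3, Oas1e (4.69) and Cypt3 (4.48). Both solvent values of Dmkn, Spz1, Oas1e and Cypt3 were below the pseudocount of 0.005, so the sizes and the order of their fold changes depend on it. The 5 with the largest fall were Gdf3 (-4.34), Inhbb (-3.52), Fgf17 (-3.45), Gli2 (-3.31) and Mcf2 (-3.20). With each library left out in turn, Dmkn stayed between 3.72 and 6.17 and Gdf3 between -5.20 and -3.47.

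**Figure D1:**
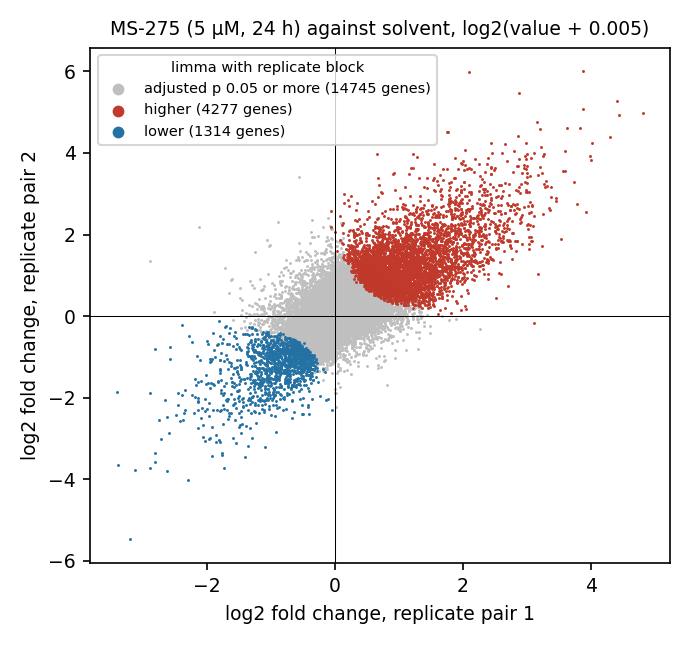
Log2 fold change of MS-275 over solvent on log2(value + 0.005) in replicate pair 1 (horizontal axis) and replicate pair 2 (vertical axis), 1 point per gene for the 20336 genes tested. Red points are the 4277 genes higher and blue points the 1314 genes lower at an adjusted p under 0.05 from limma with the replicate block, and grey points are the other genes.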

1822 genes had higher expression values in the MS-275 treatment at 5.0 µM, whereas only 245 genes were downregulated. The treatment with 0.5 µM MS-275 yielded to 46 up- and 66 downregulated. Venn diagram shows the overlap of up- and downregulated genes between the two conditions (Fig. 6A). Moreover, David tool (http://david.abcc.ncifcrf.gov) was used for GO enriched terms; results are shown (Fig. 6B,C). 

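The terms of the DAVID tool were not analysed here. In their place, 730 Reactome pathways with 15 to 500 tested genes were compared with all other genes by limma's camera test, with a preset correlation between genes of 0.01. Without a replicate block, 17 pathways were higher and 35 lower with 5 µM MS-275 at an adjusted p under 0.05. With the block these counts were 11 and 23. When the correlation was estimated from the data, 0 pathways passed in either direction, against 0 higher and 4 lower at an unadjusted p under 0.05. That form of the test rested on 2 residual degrees of freedom and had little power, so it decides little. After quantile normalization 0 passed as well, with 68 higher and 11 lower at an unadjusted p under 0.05.

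The pathways with the smallest p among those that rose were Peptide ligand-binding receptors (120 genes, median log2 fold change 0.57, adjusted p = 1.04e-05) and Class A/1 Rhodopsin-like receptors (198 genes, 0.50, adjusted p = 2.18e-05), with GPCR ligand binding next (245 genes, 0.53, adjusted p = 3.32e-05). Among those that fell they were Mitotic Prometaphase (98 genes, median -0.26) and Resolution of Sister Chromatid Cohesion (90 genes, -0.27), both with an adjusted p of 3.34e-05, and Cell Cycle, Mitotic (390 genes, -0.09, adjusted p = 0.000311). These 6 medians had the same sign in both replicate pairs and after median-ratio scaling and quantile normalization. Over the alternatives without a block, the adjusted p of Peptide ligand-binding receptors ranged from 2.23e-06 to 0.987, and that of Cell Cycle, Mitotic from 0.000164 to 0.987. Both upper ends came from the estimated correlation. Without that form the highest camera adjusted p was 0.0969 and 0.435, both after quantile normalization.

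The pathways nearest to neural terms rose without passing. Neuronal System (232 genes) had a median log2 fold change of 0.37 (adjusted p = 0.0811), Transmission across Chemical Synapses (167 genes) 0.37 (adjusted p = 0.209), Potassium Channels (80 genes) 0.41 (adjusted p = 0.0852) and Axon guidance (265 genes) 0.33 (adjusted p = 0.330). Set against 10000 random sets of genes with the same mean expression, the medians lay at the 98.8th, 99.1st, 86.2nd and 99.95th percentile. Signaling by GPCR (432 genes, 0.41) passed without the block (adjusted p = 0.0146) and not with it (adjusted p = 0.0604). Muscle contraction (57 genes, 0.55) passed with the block (adjusted p = 0.0321) and not without it (adjusted p = 0.0527). Developmental Biology (359 genes, 0.26) and Extracellular matrix organization (210 genes, 0.28) did not pass (adjusted p = 0.624 and 0.529). Against random sets, Signaling by GPCR, Muscle contraction, Developmental Biology and Extracellular matrix organization lay at percentiles 100, 99.95, 99.6 and 83.8. High percentiles were thus not confined to the pathways nearest to neural terms.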

Within the most enriched terms were ectoderm and neurogenesis and included neural lineage precursor genes such as *Nestin, Hey1* and *2*, *Foxn4*, *Id2* and *4*. 

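All 6 genes were higher with MS-275 in both replicate pairs. Nes (Nestin, Entrez 18008, chromosome 3 of mm9 from 87775000 to 87784373) had a value of 0.0160 ± 0.00616 (SD, n = 2) with solvent and 0.0959 ± 0.00264 (SD, n = 2) with MS-275. Its log2 fold change was 2.29, with an adjusted p of 0.0803 from limma without a block and 4.09e-05 with it. Foxn4 (Entrez 116810, chromosome 5 from 114704173 to 114723816) rose from 0.0383 ± 0.0113 to 0.377 ± 0.0370 (SD, n = 2 each), a log2 fold change of 3.16 (adjusted p = 0.0581 without a block and 1.21e-06 with it). Hey1 (chromosome 3 from 8663362 to 8667039) rose from 0.0195 ± 0.000636 to 0.0777 ± 0.000219 (SD, n = 2 each), and its log2 fold change was 1.76. Hey2 (chromosome 10 from 30552165 to 30562607) rose from 0.00724 ± 0.00314 to 0.0418 ± 0.0134 (SD, n = 2 each), a log2 fold change of 1.93. The value of Id2 (chromosome 12 from 25778666 to 25780957) was 0.157 ± 0.0675 with solvent and 0.674 ± 0.484 with MS-275 (SD, n = 2 each), and that of Id4 (chromosome 13 from 48356796 to 48359405) was 0.0217 ± 0.00288 and 0.114 ± 0.0444. Their log2 fold changes were 1.92 and 2.11, and that of Id2 was 1.13 without MS-275 replicate 2. Without a block the adjusted p of Hey1, Hey2, Id2 and Id4 was 0.138, 0.151, 0.120 and 0.0868, and with it 0.000291, 0.000288, 4.13e-05 and 5.57e-05. Over all alternatives with the block, the highest adjusted p of a gene among the 6 was 0.00285, for Hey2, and the lowest was 9.81e-52, for Foxn4 over distinct positions. The fit over distinct positions gave no weight to the spread of the gene's own replicates, so a p of this size overstates what 2 pairs can show. Adjusted over the list alone, all 6 passed 0.05 both without and with the block, against 0 and 6 over all genes tested. The study named these genes from the same libraries, so none of the tests of them given here is independent evidence.

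**Figure D2:**
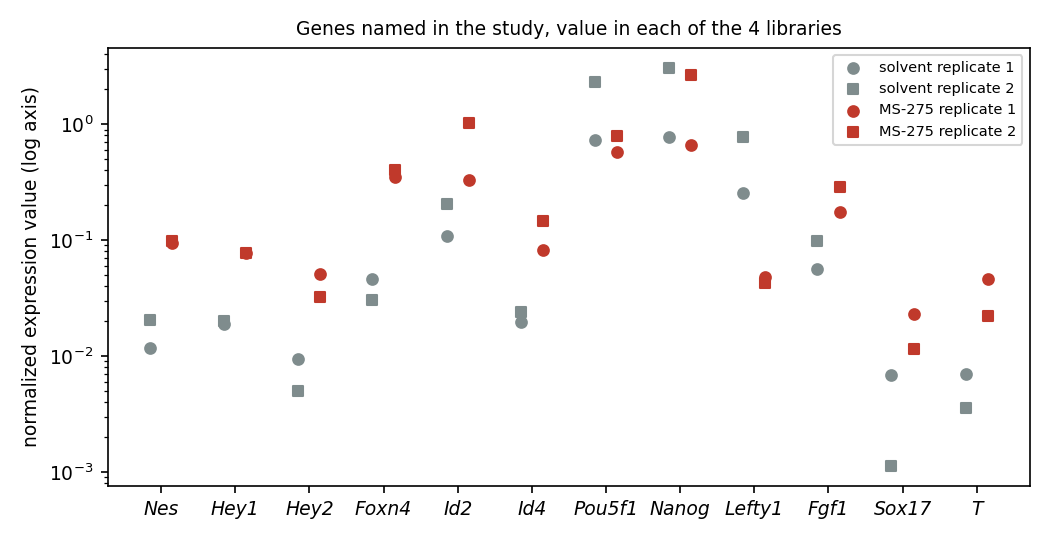
Normalized expression value (log axis) in each of the 4 libraries for 12 genes the study names, with solvent in grey, MS-275 in red, replicate 1 as circles and replicate 2 as squares. For Nes, Hey1, Hey2, Foxn4, Id2 and Id4 both MS-275 values lie above both solvent values.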

Clearly, 5.0 µM MS-275 induced loss of pluripotency markers (Fig. 5) and enhanced expression of differentiation-related genes, in particular in ectoderm and neural differentiation (Fig. 6). 

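The pluripotency list, drawn up from common ESC markers, held 28 genes. Its median log2 fold change was -0.83 (camera adjusted p = 1.17e-10 over 15 lists), and 23 of the 28 genes were lower in both replicate pairs. The median was -1.36 without solvent replicate 1 and -0.45 without solvent replicate 2. A fit without 1 library leaves the replicates unbalanced, and within replicate pairs 1 and 2 the median was -0.40 and -1.17. Gdf3 and Lefty2 fell most (log2 fold change -4.34 and -3.20), while Dppa3 rose (2.88, and 1.67 without MS-275 replicate 2). Pou5f1 (Oct4, Entrez 18999, chromosome 17 of mm9 from 35642982 to 35647721) had a value of 1.53 ± 1.14 (SD, n = 2) with solvent and 0.680 ± 0.149 (SD, n = 2) with MS-275. Its log2 fold change was -0.95 (adjusted p = 0.661 without a block and 0.0473 with it), and it was -1.79 without solvent replicate 1 and -0.11 without solvent replicate 2. Within replicate pairs 1 and 2 the log2 fold change of Pou5f1 was -0.34 and -1.56. Over the alternatives with the block, the adjusted p of Pou5f1 ranged from 2.48e-05 to 0.0705. Nanog (Entrez 71950, chromosome 6 from 122657507 to 122664651) had a value of 1.93 ± 1.63 with solvent and 1.65 ± 1.40 with MS-275 (SD, n = 2 each), a log2 fold change of -0.23 that did not pass (adjusted p = 0.970 without a block and 0.679 with it). Over distinct alignment positions with the block it was -0.36 (adjusted p = 0.0101), within a range of 0.0101 to 0.730 over the alternatives with the block. Without MS-275 replicate 1 or without solvent replicate 2 the sign of Nanog turned, to 0.77 in either case. These fits leave the replicates unbalanced, and within replicate pairs 1 and 2 the log2 fold change of Nanog was -0.23 and -0.22. Adjusted over the list alone, 1 gene was higher and 8 lower without a block and 2 higher and 14 lower with it, against 0 and 0, and 1 and 14, over all genes tested.

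For the neural progenitor list, 19 of 21 genes were tested. The median log2 fold change was 0.59 (adjusted p = 0.00482 without a block and 0.104 with it), and 14 genes were higher and 4 lower in both pairs. Of the 19 genes, 8 had a mean value of at least 0.01, and of these 4 were higher and 4 lower in both pairs (adjusted p = 0.722 without a block). Nes and Fabp7 rose most (2.29 and 1.66) and Prom1 and Sox1 fell most (-1.45 and -1.16). Without MS-275 replicate 2 Prom1 was at -0.83, and Sox1 was at -0.50 without solvent replicate 1 and -1.82 without solvent replicate 2. Adjusted over the list alone, 9 genes were higher and 0 lower without a block and 14 higher and 3 lower with it, against 0 and 0, and 9 and 2, over all genes tested. Over all alternatives the adjusted p of this list ranged from 0.00287 to 0.892, and its median after quantile normalization was 0.28. Nes is also among the 6 neural genes that the study names. Those had a median of 2.02 (adjusted p = 1.81e-05), which is not independent evidence, since the study named them from these libraries. Pax6 stayed near its solvent level (log2 fold change -0.14, adjusted p = 0.964), and without solvent replicate 1 or MS-275 replicate 2 its fold change was 0.12 or 0.0890. Within replicate pairs 1 and 2 Pax6 was at -0.16 and -0.11. The neuron list (14 genes) had a median of 0.44 (adjusted p = 0.255), which was 0.92 and 0.16 without solvent replicates 1 and 2. With a mean value of at least 0.01 the neuron list passed without a block (13 genes, median 0.47, adjusted p = 0.0495). Over the alternatives with the block its adjusted p ranged from 0.00480 to 0.556. The glia list (12 genes) had a median of 0.56 (adjusted p = 0.0839).

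Lists of other lineages rose as well. The median log2 fold change was 0.85 for the muscle list (15 genes, adjusted p = 0.00267), 0.78 for trophectoderm (10 genes, adjusted p = 0.0709), 0.42 for endoderm (11 genes, adjusted p = 0.263) and 0.36 for mesoderm (15 genes, adjusted p = 0.288). After quantile normalization endoderm and mesoderm turned to -0.09 and -0.01. Without MS-275 replicate 1 endoderm was at -0.23, and without solvent replicate 1 endoderm and mesoderm were at 0.84 and 0.64. Within replicate pairs 1 and 2 endoderm was at 0.55 and 0.30, and mesoderm at 0.36 and 0.45. With the correlation between genes estimated from the data, none of the 15 lists passed, with an adjusted p of 0.310 for the pluripotency, neural progenitor and study lists alike. That form of the test rested on 2 residual degrees of freedom and had little power, so it decides little. With the fry test the neural progenitor and study lists passed (adjusted p = 0.0208 for both) and the pluripotency list did not (adjusted p = 0.246), and with fry and the block none of these 3 passed.

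**Figure D3:**
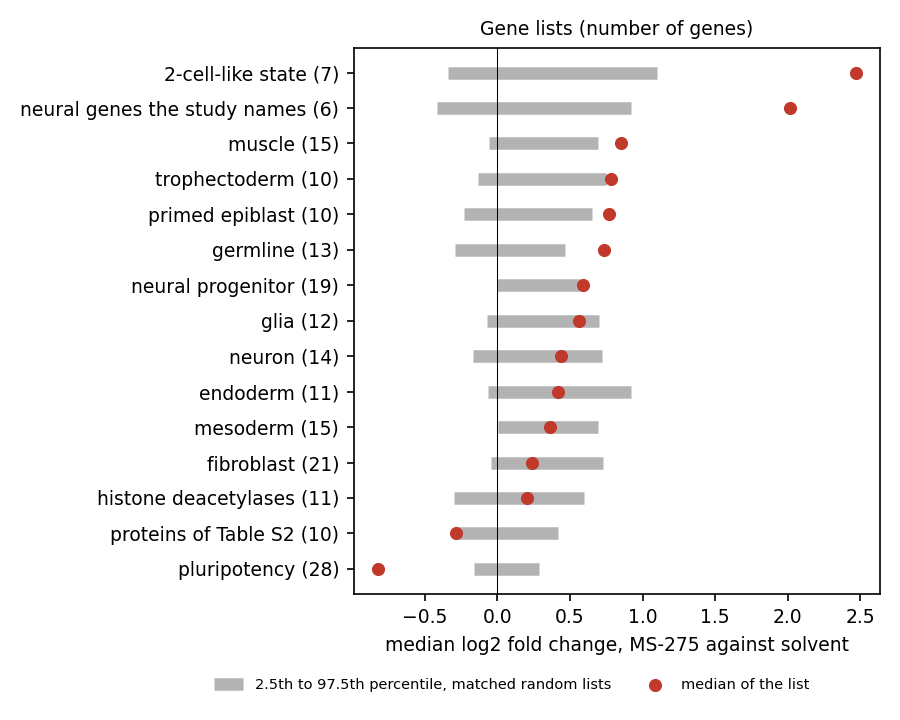
Median log2 fold change of MS-275 over solvent (horizontal axis) for each of 15 gene lists, with the number of genes tested in brackets. Grey bars span the central 95% of the medians of 10000 random lists with the same mean expression, and the pluripotency list lies at -0.83 below its bar. The neural progenitor list lies at 0.59, just above the upper end of its bar at 0.57.

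From the neural-oriented modulation in the RNA-seq and the decrease of embryonic functional genes, the paper proposes in its discussion that the inhibitor actively modulates ESC differentiation.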

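In the RNA-seq values, Fgf1 (Entrez 14164, chromosome 18 of mm9 from 38998327 to 39089058) was 0.0769 ± 0.0291 (SD, n = 2) with solvent and 0.231 ± 0.0791 (SD, n = 2) with MS-275. Fgf1 was thus higher, with a log2 fold change of 1.54 (1.56 and 1.51 in replicate pairs 1 and 2, adjusted p = 0.109 from limma without a block and 0.000121 with it). Lefty1 (Entrez 13590, chromosome 1 from 182865153 to 182868531) fell from 0.512 ± 0.366 to 0.0455 ± 0.00352 (SD, n = 2 each). Its log2 fold change was -3.15 (adjusted p = 0.0581 without a block and 5.22e-06 with it). Sox17 (Entrez 20671, chromosome 1 from 4481009 to 4486494) had low values, 0.00400 ± 0.00405 with solvent and 0.0173 ± 0.00814 with MS-275 (SD, n = 2 each). The log2 fold change of Sox17 was 1.33 (adjusted p = 0.231 without a block and 0.00266 with it), with pseudocounts of 0.001 and 0.02 it was 2.08 and 0.63, and without solvent replicate 2 it was 0.86. Brachyury (listed as T, Entrez 20997, chromosome 17 from 8627288 to 8635361) was 0.00527 ± 0.00244 with solvent and 0.0344 ± 0.0172 with MS-275 (SD, n = 2 each). Its log2 fold change was 1.89 (adjusted p = 0.152 without a block and 0.000374 with it). All 4 genes passed under each of the 9 alternatives that used the block, with an adjusted p of at most 0.0306, for Sox17. Of the 8 alternatives on the authors' values without a block, Lefty1 had the lowest adjusted p, 0.00691, and Sox17 the highest, 0.321.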

Interestingly, *Fgf1, Lefty1 SOX17* and *Brachyury* were modulated as previously found (Fig. 5), thus corroborating and extending the evidences that MS-275 primes ESC versus neural differentiation. The small number of up- and downregulated genes in the treatment condition of 0.5 µM did not allow a statistically sound interpretation. Given that Epiblast Stem Cells (EpiSCs) have been described as ESC with a specific transcriptome and incapacity to colonize blastocysts (Bernemann et al., 2011), we also compared the expression profile of TBV2 cells (with and without MS-275) to the Epi-SC profile using MultiExperiment Viewer (http://www.tm4.org/mev.html) (Fig. 6D). The pairwise comparison of non negative matrix factorization based Spearman rank correlation demonstrated that MS-275 treated ES cells are more closely related to untreated ESC that to EpiSC.

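The Epi-SC profile was not analysed here. Across the 20336 genes tested, which are not independent replicates, Spearman's rho between the mean solvent value and the mean value with 5 µM MS-275 was 0.939. Between the replicates of a condition it was 0.961 for solvent and 0.945 for MS-275. Between solvent and MS-275 libraries it was 0.942 in replicate pair 1 and 0.923 in replicate pair 2, and across the replicates it was 0.915 (solvent replicate 2 and MS-275 replicate 1) and 0.892 (solvent replicate 1 and MS-275 replicate 2). The rho between the means moved most when only genes with a mean value of at least 0.01 were kept, to 0.906 over 14740 genes.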

**Fig. 6.**
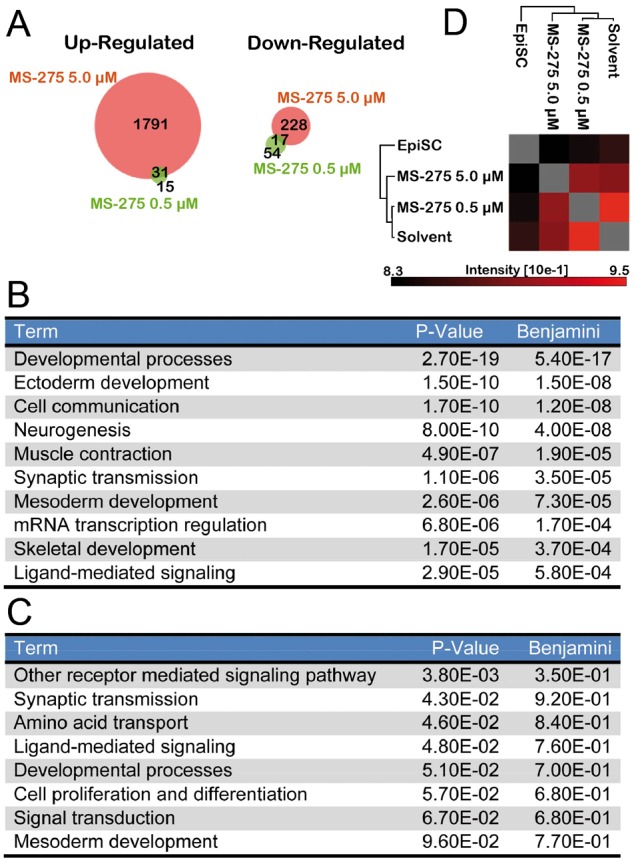
Gene expression profiles suggest neural orientation upon MS-275 treatment. (A) Venn diagram of up- and downregulated genes of 0.5 µM and 5.0 µM MS-275 versus solvent, respectively. (B,C) Gene ontology results for up- and downregulated genes, respectively. (D) Spearman Rank Correlation between MS-275 5.0 µM treated TBV2 and Epi-SCs.

### *Transient* MS-275-treatment impacts on ESC-derived teratoma formation and composition *in vivo*

When introduced into immunodeficient mice, ESCs spontaneously form teratoma-like masses, containing ectoderm-derived (such as nerve and skin), mesoderm-derived (bone, blood, and muscle) and endoderm-derived (gut) tissues (Thomson et al., 1998). As the formation of differentiated tissues from all the three somatic germ layers in the teratomas is taken as one of the pluripotency indicators characteristic for ESCs (Lensch et al., 2007), we tested the teratoma-forming ability of the MS-275-treated ESCs. ESCs were exposed to MS-275 (5.0 µM) for 24 h, or to vehicle as control, and injected subcutaneously into the flanks of SCID mice. Given the different growth kinetics, animals were sacrificed at different times (Fig. 7A) depending on the tumor dimension. Due to reduced tumor dimension, some animals were sacrificed after 22 days from cells injection. The histopathological analysis showed that control tumours displayed different degrees of differentiation and tissues types (Fig. 7C1–4), as well as three-dimensional teratocarcinoma formation (Fig. 7C3–6). Importantly, *in vitro* MS-275 pretreated cells failed to form teratocarcinomas developing only well-differentiated teratomas, with a prevalence of epithelial and neural tissues, such as small neuronal tubes (Fig. 7C8,9) and absence of respiratory epithelium, cartilage and smooth muscle, compared to control. Histo-pathological conclusions are summarized in Fig. 7B. Taken together these data suggest that MS-275-pretreated ESCs, despite retaining the ability of teratomas formation with a preponderance of neural lineage-specific tissues (neuroectodermal structures), had lost the potential of forming malignant teratocarcinomas.

**Fig. 7.**
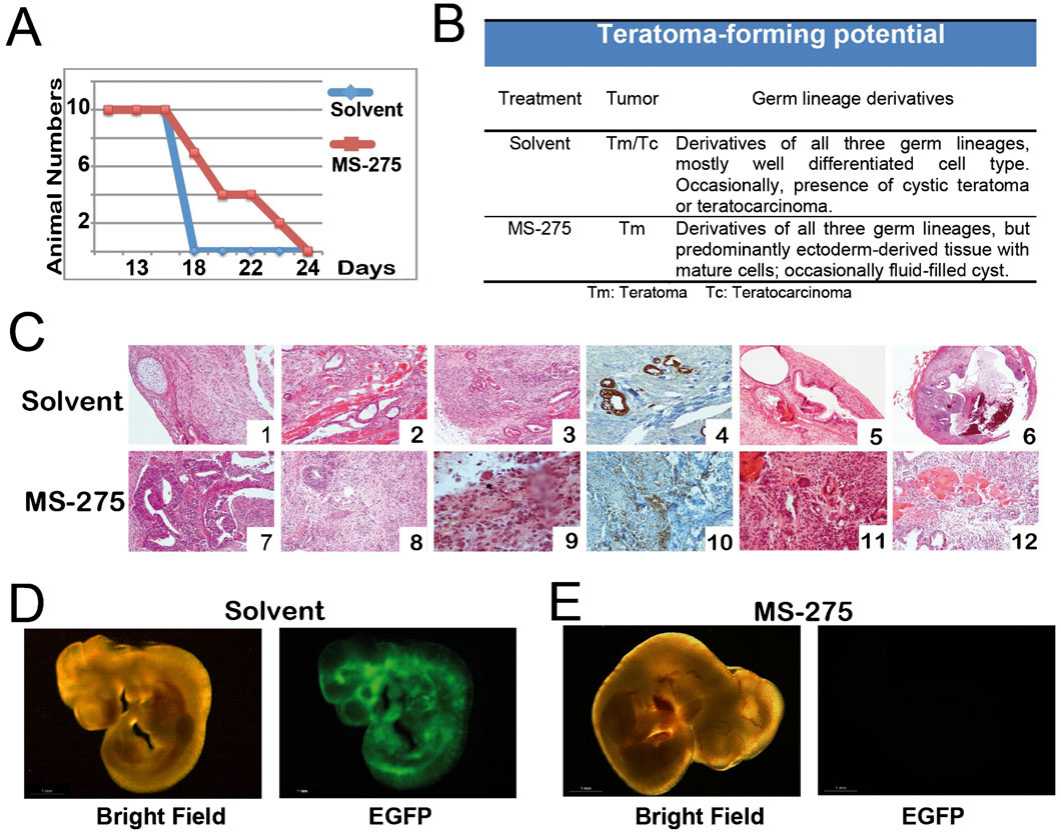
MS-275 *in vitro* priming impacts both on terato-carcinoma development and content as well as blastocysts colonization *in vivo*. (A) Teratoma growth rate; *x*-axis: days of life of each mouse; *y*-axis: number of mice alive. (B) Post-surgery analysis of teratoma composition. (C) Anatomic/pathologic evaluation. Upper panels: *control* (ctr); lower panels: lesions obtained in teratomas derived from *in vitro* 5.0 µM MS-275 pre-treated cells. 1: cartilage and respiratory epithelium; 2: respiratory epithelium and smooth muscle; 3: neuron tubes; 4: immunohistochemistry of pan-cytokeratin, demonstrating the epithelial origin of the structure; 5,6: teratocarcinoma tumor histo-pathological pattern; 7,8: neuron tubes; 9: a mature neuron (see asterisk); 10: immunohistochemistry for GFAP showing glia formation; 11,12: teratoma tumor histopathological pattern. (D,E) Chimera formation assay. Representative photomicrographs (fluorescence/bright field) of the embryos (E11) obtained after blastocyst injection with engineered TBV cell treated with MS-275 (5.0 µM) (E) and solvent (D).

### Dose-dependent effect of *in vitro* MS-275 treatment on ESC contribution to embryo development

Given that pre-treatment with MS-275 reduced the pluripotency potential of ESCs *in vitro*, which maintain the ability to generate teratomas *in vivo*, we questioned whether their contribution to embryo formation might be compromised. To this end, EGFP-TBV cells were pretreated *in vitro* with 0.5 and 5.0 µM MS-275 for 24 hours, or with vehicle as control. After washout of solvent and MS-275, cells were injected in about 30 blastocysts and transferred to the uterus of pseudo-pregnant female recipient CD-1 mice. Interruption of mice pregnancy at day 11 (E11) post-coïtum (d.p.c.) was performed, embryos were dissected and images captured using a fluorescence stereomicroscope. While cells pretreated *in vitro* with solvent and 0.5 µM MS-275 (data not shown) still contributed to the entire embryo, *in vitro* pre-treatment with 5.0 µM MS-275 showed absence of EGFP signal in the embryo (Fig. 7D,E; supplementary material Table S3). This observation corroborates and extends our conclusion that *in vitro* transient exposure to 5.0 µM MS-275 affected pluripotency and/or ESC differentiation potential *in vivo*, thus affecting final tissue formation.

## Discussion

The effects of chromatin modulators (epidrugs) on stem cell potentiality and differentiation have been poorly addressed. This topic is, however, of particular relevance given that epidrugs are entering the clinics and their potential action on adult stem cells might influence both treatments and time of patient's recovery. Moreover, a bottleneck of the use of embryonic stem cells in therapy is the risk of teratocarcinoma formation, thus suggesting that tools aiming at prevention of formation of ESC-derived tumors might increase their therapeutic applications.

The notion that the differentiation potential of pluripotent embryonic stem cells (ESCs) is highly affected by their epigenetic status together with the availability of several epi-enzyme modulators (epidrugs) led us to hypothesize that epidrugs might be useful tools to modulate ESC differentiation. Supporting this hypothesis, recent studies suggest that Vorinostat, BIX-01294 and Tricostatin A (TSA) may play a role in the ESC differentiation (Milde et al., 2011; Shi et al., 2008). Here we show that the acetylation levels of H3K9ac (Fig. 2A) as well as for H3K23ac and H3K18ac (Wang et al., 2008), specifically increase during key steps of ESC differentiation and that treatment of ESCs with HDACi such as MS-275, mirrored this phenomena. We further showed that MS-275 initially caused an increase followed by a decrease of proliferation reminiscent of maturation processes. That in this setting MS-275 behaved similarly to SAHA (Vorinostat) is a point of particular interest given that i) Vorinostat has been reported to alter ESC pluripotency (Park et al., 2011) and ii) only class I HDACs (and mainly HDAC1 and 2) are inhibited by MS-275, thus restricting the epi-targets potentially responsible for this effect. Moreover, the concentration dependent dual growth effect – positive and negative proliferative action displayed by some epidrugs amongst which MS-275 – correlates the growth modulation with the enzyme inhibition suggesting target specificity. Thus, the HDACi treatment seems to recapitulate the hyper-acetylation state characteristic of specific steps of differentiation (Fig. 2B) strongly suggesting that HDACi cause loss of stem cell potential and modulate induction of differentiation.

Whether the hyper-acetylated state of chromatin occurring during neural and cardiac differentiation (Fig. 2B) represents a causal step or an effect of induction of differentiation represents a crucial point of reflection. Interestingly, in mouse ESCs, a hyper-acetylated state is reached both in neural and cardiac differentiation with different time courses, being clearly visible at day 8 and 10 in neural and cardiac differentiation, respectively. Despite the different settings, these observations might be interpreted in diverse ways. The timing itself may be crucial; neural differentiation might simply need increased acetylation at an earlier time point compared to cardiac differentiation. Alternatively or in addition, hyper-acetylation might be induced in distinct chromatin areas in the two differentiation programs, which eventually induce hyper-acetylation of different chromatin areas. Obviously, both options might co-occur, being both time of acetylation and areas of acetylation key events to be executed. In the same time result very interesting the capability of ESCs to revert phenotype and biochemistry effect due to MS-275 treatment.

In agreement with the hypothesis that HDACi targeting HDAC1 and 2 might influence differentiation, a transient, one-day pulse of MS-275 pre-treatment (to a higher extent than SAHA) altered the colony morphology of ESCs even in the presence of LIF supporting an active role of MS-275 for differentiation commitment and highlighting the option that timing of hyper-acetylation might play a role in pluripotent stem cell differentiation. In accordance, the treatment of ESCs with MS-275 (in presence of LIF) primed differentiation predominantly along neural lineages. Indeed, RNA-Seq analysis revealed a significant neural-oriented modulation together with a decrease of embryonic functional genes, suggesting an active modulation of HDACi vs ESC differentiation as well as corroborating that temporal frame of hyper-acetylation might actively prime a neural-oriented fate. Interestingly, teratoma formation *in vivo* indicates that pluripotency is largely unaffected in MS-275-primed ESCs given that teratomas are present in all animal groups, although HDACi priming caused a preponderance of differentiated tissues towards a neuronal phenotype. Whether the preponderance towards neuronal differentiation *in vivo* is due to induction of neural differentiation as a consequence of the MS-275 treatment and/or to the repression of other differentiation programs remains to be established. Importantly, MS-275 treatment and likely the acetylation status of ESCs at the moment of the injection altered the cancer potential within teratomas given that no malignant teratomas were formed. Most remarkably, MS-275-treated ESCs were unable to contribute to hybrid embryos similar to Epiblast Stem Cells (EpiSC) (Bernemann et al., 2011). However, the expression profiles of treated ESCs are more similar to untreated ESCs than to EpiSC.

In conclusion, given the potential of pluripotent stem cells in biomedical applications, a better comprehension of the mechanism(s) of differentiation both *in vitro* and *in vivo* and insights into potential pharmacological approaches to modulate differentiation may represent the road ahead for personalized medicine.

## Materials and Methods

### Cell culture

The feeder-dependent mouse embryonic stem cells TBV2 (129/SvP; wild type or EGFP-transgenic) have been used throughout the study and maintained in culture as described previously (Casalino et al., 2011).

### Compounds

A collection of compounds was chosen for screening analysis (Álvarez et al., 2009; Bieliauskas and Pflum, 2008; Göttlicher et al., 2001; Grozinger et al., 2001; Hu et al., 2003; Kubicek et al., 2007; Lin et al., 1998; Park et al., 2008; Richon et al., 1996; Sealy and Chalkley, 1978; Zhang et al., 2009). The majority of compounds were purchased from Sigma–Aldrich; psammaplin A and UVI5008 were obtained by Prof. A. de Lera, BMS641 was a kind gift of BMS Pharma, SAHA was a kind gift of Merck and MS-275 was purchased from Alexis. Diamide was included as negative control. Details are described in supplementary material Table S1. For mother plate preparation, compounds were diluted in PBS 1×. Compounds were added randomly at 96 multi-wells plates in tripled, excluding external side of plate, which is filled with PBS 1×.

### ESC proliferation assay and counting

ESC-EGFP were counted and suspended at 10^5^ cells/mL, from which 10^4^ cells/well were seeded in 96 gelatin multi-well plates, for a total volume of 100 µL. Cells were left adhere for 12 hours and then compounds were added. After 36 hours from treatment the cell layer was washed and fluorescence measured with TECAN Infinite M200.

For cell counting, TBV2 cells were seeded in duplicate at a density of 250,000 cells/well in 6 multi-well plates (this is equivalent at adopted density for the screening in MW96). Medium culture was changed after 24 hours, and, at stimulation of 36 hours, cells were removed, diluted in Trypan blue (Sigma) and counted.

### HDAC assay

The assay was performed as described previously (Nebbioso et al., 2011).

### Protein extraction, Western blots

Cells were lysed in 200 µL of lysis buffer (Tris–HCl 50 mM, NaCl 150 mM, NaF 10 mM, NP-40 1.0%) with 10 µL/mL of PIC (Sigma–Aldrich) and 200 µM of PMSF (Sigma–Aldrich). Proteins were quantified using “Bio-rad protein assay”. Histone extraction and Western blots were performed as described previously (Nebbioso et al., 2009). Antibodies used: H3 pan-Acetyl (UPSTATE 06-599); H4 pan-Acetyl (UPSTATE 06-866); H3K9Ac (AB4441); H3 (AB1791); H4 (AB7311); H3K12ac (AB1191); H3K4me (AB8895); H3K9me (AB9045); HDAC4 (AB1437); HDAC5 (AB47519); HDAC2 (AB7029); HDAC4-6 (SIGMA H2287); HDAC1 (SC7872); HDAC3 (AB70030); H3K9me (AB9045); H3K4me2 (AB32356); H3K4me3 (AB8580); H3K9me2 (AB1220); H3K9me3 (AB8898); H3R17me2 (AB32356).

### Colony formation assay

Cells were plated at low density (1000 cell/cm^2^) on gelatin plates in a medium for undifferentiated ESCs. Compounds were used as indicated. After 5 days cells were fixed (4% paraformaldehyde in PBS 1×) for 2 minutes. Then, cells were washed in rinse buffer 1× (20 mM TRIS–HCl, pH 7.4, 0.15 M NaCl, 0.05% Tween-20). Alkaline Phosphatase Detection Kit (Chemicon International) was used for staining. Cells counted at microscopy as colonies number expressing alkaline phosphatase.

### RNA isolation, reverse transcription, RNAseq and qPCR analysis

The experiments were performed as described previously (Marks et al., 2012). Briefly total RNA was isolated with Trizol (Invitrogen) and 100 µg total RNA was subjected to two rounds of poly(A) selection (Oligotex mRNA Mini Kit; QIAGEN), followed by DNaseI treatment (QIAGEN). 100–200 ng mRNA was fragmented by hydrolysis and purified (RNAeasy Minelute Kit; QIAGEN). cDNA was synthesized with 5 µg random hexamers by Superscript III Reverse Transcriptase (Invitrogen). Ds cDNA synthesis was performed according to the manufacturer's recommendations and purified (Minelute Reaction Cleanup Kit; QIAGEN).

Sample preparation, cluster generation and sequencing (36 bp) was performed with the Illumina Genome Analyzer IIx (GAIIx) platform according to standard Illumina protocols. All sequencing results were mapped on the Mus musculus NCBI m37 genome assembly (MM9; assembly July 2007). Normalized expression values were obtained by Genomatix (http://www.genomatix.de). Functional annotation analyses were performed using the Panther DB tool for biological pathway (http://www.pantherdb.org), GO enrichment analysis was obtained using DAVID (http://david.abcc.ncifcrf.gov). Raw data have been deposited on GEO: GSE45909.

### Protein analysis on 2D gels

Protein total extracts from TBV2 treated for 24 h with 0.5 µM MS-275, 5.0 µM MS-275 or solvent were prepared. The mixture containing an equal aliquot of all samples has been labelled with the fluorescent dyes Cy2, Cy3 and Cy5. Experiments were performed as described previously (Cimmino et al., 2007).

### Mass spectrometry and protein identification

Matched spots of interest were picked manually from the preparative gel. These spots were subjected to in-gel trypsinization according to the manufacturer's protocol (Promega, USA). After overnight digestion, buffer containing the peptides was recovered. Additional extraction of peptides was carried out with 100 µl of 50% acetonitrile in 1% formic acid. The extracts were poled and vacuum-dried. For LC-MS/MS, peptide mixtures were dissolved in 50% acetonitrile and 1% formic acid solution and analyzed with nano-LC system (Applied Biosystems). Some spots were analyzed by off-line nano-spray method. These peptides were dissolved in 20 µl of 50% acetonitrile in 0.1% formic acid. Nano-spray ionization was carried out using an ion spray voltage of 900. The spectra were acquired in an information dependent manner with Analyst QS 2.0 software to generate raw data. Database searching was completed using Mascot search program (Version 1.6, Matrix Science, UK). Search parameters were as follows: 1 missed cleavage allowed, carbamidomethylation set as fixed modification, methionine oxidation as variable modification, peptide mass tolerance ±1.2 Da, fragment mass tolerance ±0.6 Da, monoisotopic mass values. Spectra were searched against NCBI or MSDB database. Criteria for positive identification were a significant Mascot probability score (score >40; p<0.05). Validated protein identification results are handed out in form of an Excel file. Analysis of modulated proteins was performed with String software (http://www.string-db.org).

### Teratoma formation

For teratoma formation, 7–8-week-old Fox Chase SCID mice (Charles River, Chatillon-sur-Chalaronne, France) were used. MS-275- or vehicle-treated ESCs were resuspended in PBS (without Ca^2+^ and Mg^2+^) to a concentration of 1.5×10^7^ cells/ml. 3×10^6^ cells were injected subcutaneously in the flank of ten animals per group. Tumor growth was monitored by three-weekly measurements of tumor diameters with a caliper. Tumor volume (TV) was calculated according to the following formula: TV (mm^3^) = d^2^*D/2, where d and D are the shortest and the longest diameters, respectively. All the animals injected developed the tumor. Mice were sacrificed when tumors reached the average volume of one cm^3^ in controls, and 0.35 cm^3^, when MS-275 pretreated cells were used. Tumors were paraformaldehyde-fixed and embedded in paraffin following standard procedures. Five micrometer-thick deparaffined tumor sections were stained with hematoxylin–eosin for the histological analysis. For immunohistochemistry, all samples were processed with the standard streptavidin–biotin-immunoperoxidase method (DAKO Universal Kit, DAKO Corp., Carpinteria, CA, USA). Monoclonal antibody for Glial Fibrillary Acidic Protein (GFAP) (DAKO; Clone 6F2) and polyclonal antibody Rabbit Anti-Cytokeratin (DAKO) were used at 1:100 dilution for 1 hr. Diaminobenzidine was used as the final chromogen, and hematoxylin as the nuclear counter stain. Negative control experiments for each tissue section were performed in the absence of the primary antibody. Positive controls were included in each experiment. The care and husbandry of mice and xenograft tumor experimental procedures were in accordance with European Directives no. 86/609, and with Italian D.L. 116. All the experiments have been approved by the Institute of Genetics and Biophysics veterinarian.

### Blastocyst injection

About 30 ESCs (vehicle or MS-275 *in vitro* pre-treated)/blastocyst were microinjected, following standard procedures.

## Supplementary Material

Supplementary Material

# Supplementary material for: The class I-specific HDAC inhibitor MS-275 modulates the differentiation potential of mouse embryonic stem cells
**Source:** Biol Open. 2013 Aug 22;2(10):1070–7. doi: 10.1242/bio.20135587
**Supplement:** Supplementary Material

The class I-specific HDAC inhibitor MS-275 modulates the differentiation potential of mouse embryonic stem cells — The class I-specific HDAC inhibitor MS-275 modulates the differentiation potential of mouse embryonic stem cells — Supplementary Material 

# The class I-specific HDAC inhibitor MS-275 modulates the differentiation potential of mouse embryonic stem cells

## bio.20135587 Supplementary Material

**Files in this Data Supplement:**

- Supplementary Material - Gianluigi Franci et al. doi: 10.1242/bio.20135587

# Supplementary material for: The class I-specific HDAC inhibitor MS-275 modulates the differentiation potential of mouse embryonic stem cells
**Source:** Biol Open. 2013 Aug 22;2(10):1070–7. doi: 10.1242/bio.20135587
**Supplement:** Supplementary Material

**Supplementary Material**  
 Gianluigi Franci et al. doi: 10.1242/bio.20135587

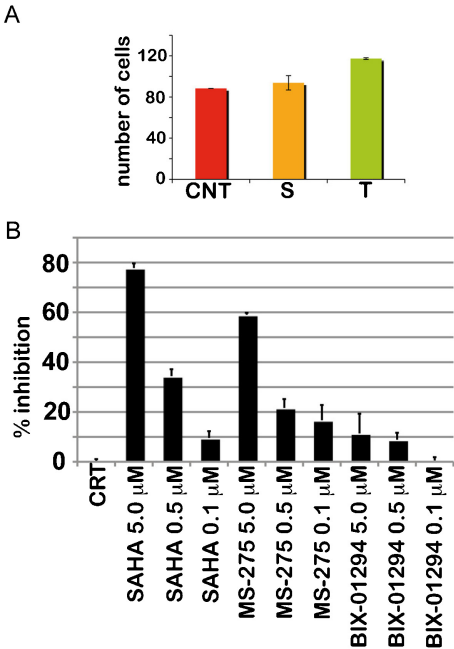

**Fig. S1. Effect of MS-275 on proliferation of ESC and validation panels for HDAC activity *in vitro* and in cells.** (A) Manual count of ESC treated with MS-275 for 24 h compared with solvent and untreated cells. (B) *In vitro* assay for HDAC1 inhibition upon the indicated treatments.

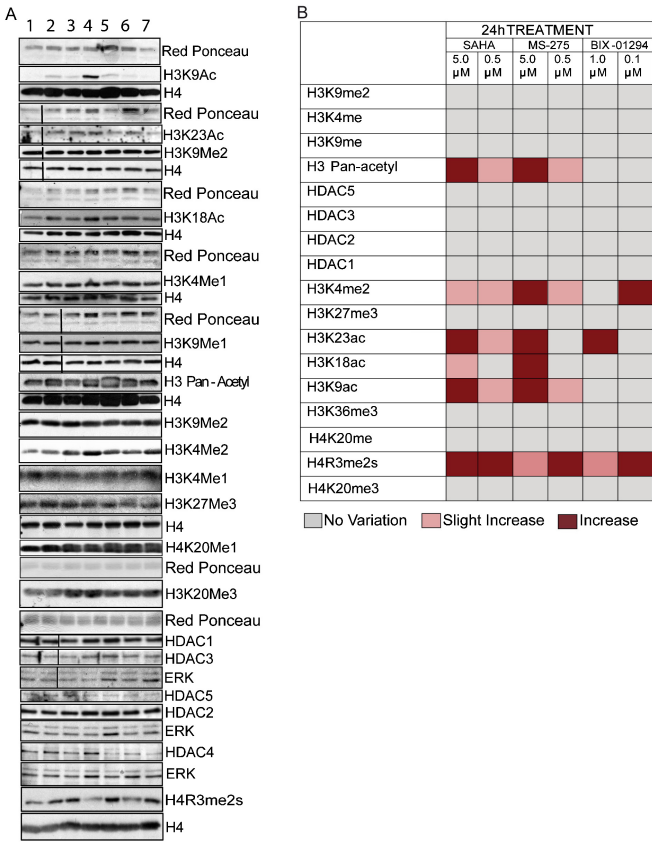

**Fig. S2. Effect of epidrugs on histone modifications and HDACs expression in ESC.** (A) Western blot of the indicated targets upon the following treatments: 1 (control), 2 (5.0  $\mu$ M SAHA 24 h), 3 (0.5  $\mu$ M SAHA 24 h), 4 (5.0  $\mu$ M MS-275 24 h), 5 (0.5  $\mu$ M MS-275 24 h), 6 (1.0  $\mu$ M BIX-01294 24 h), 7 (0.1  $\mu$ M BIX-01294 24 h); (B) heat map of semi-quantitation of histone marks and HDACs upon the indicated treatments.

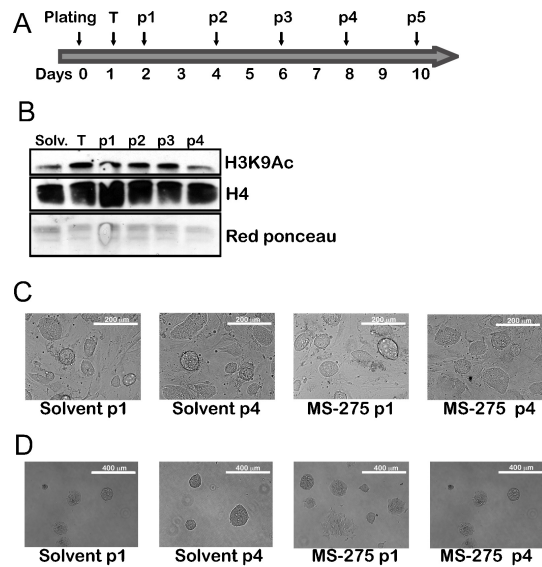

**Fig. S3. Stem cell potential impact of 0.5  $\mu$ M MS-275 treatment on ESC.** (A) Experiment scheme; T: treatment 24 h 0.5  $\mu$ M MS-275; p1–p4 days of medium change and cell photo collection. (B) Western blot for H3K9 acetylation (Ac) after 24 h of MS-275 treatment at concentration of 0.5  $\mu$ M and acetylation levels at different passages (p1, p2, p3 and p4) after the same treatment. (C) Photo in bright field of solvent and drug treatment at p1 and p4. (D) Colonies formation assay for each day and treatment. Scale bars: 200  $\mu$ m (C), 400  $\mu$ m (D).

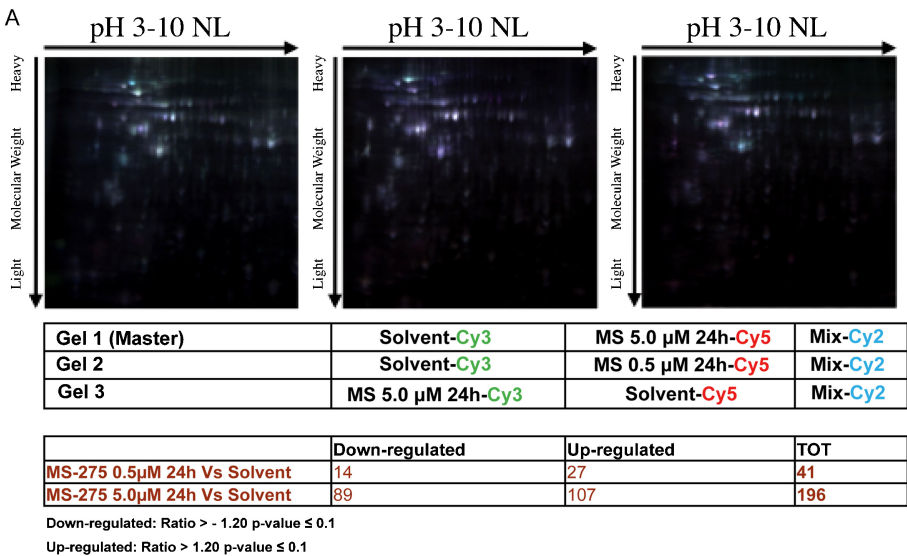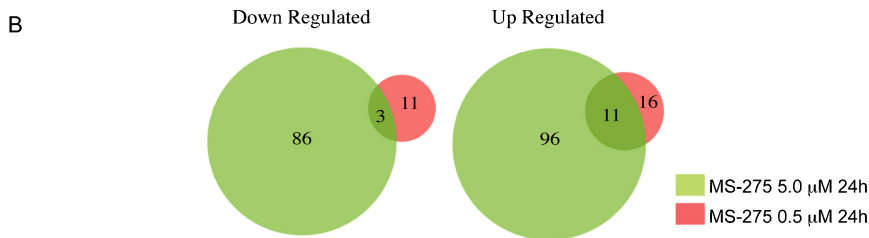

**Fig. S4. Difference in gel electrophoresis analysis of MS-275 effect on ESC.** (A) 2D-PAGE gels of total protein extracts from ESC treated with MS-275 at 0.5 and 5.0  $\mu$ M. For sample labeling see figure scheme. (B) Venn diagrams displaying numbers of up- and downregulated proteins (p-value of 0.009); 5.0  $\mu$ M MS-275: downregulated 89 (86+3), upregulated 107 (96+11) proteins; 0.5  $\mu$ M MS-275: downregulated 14 (11+3) and upregulated 27 (11+16).

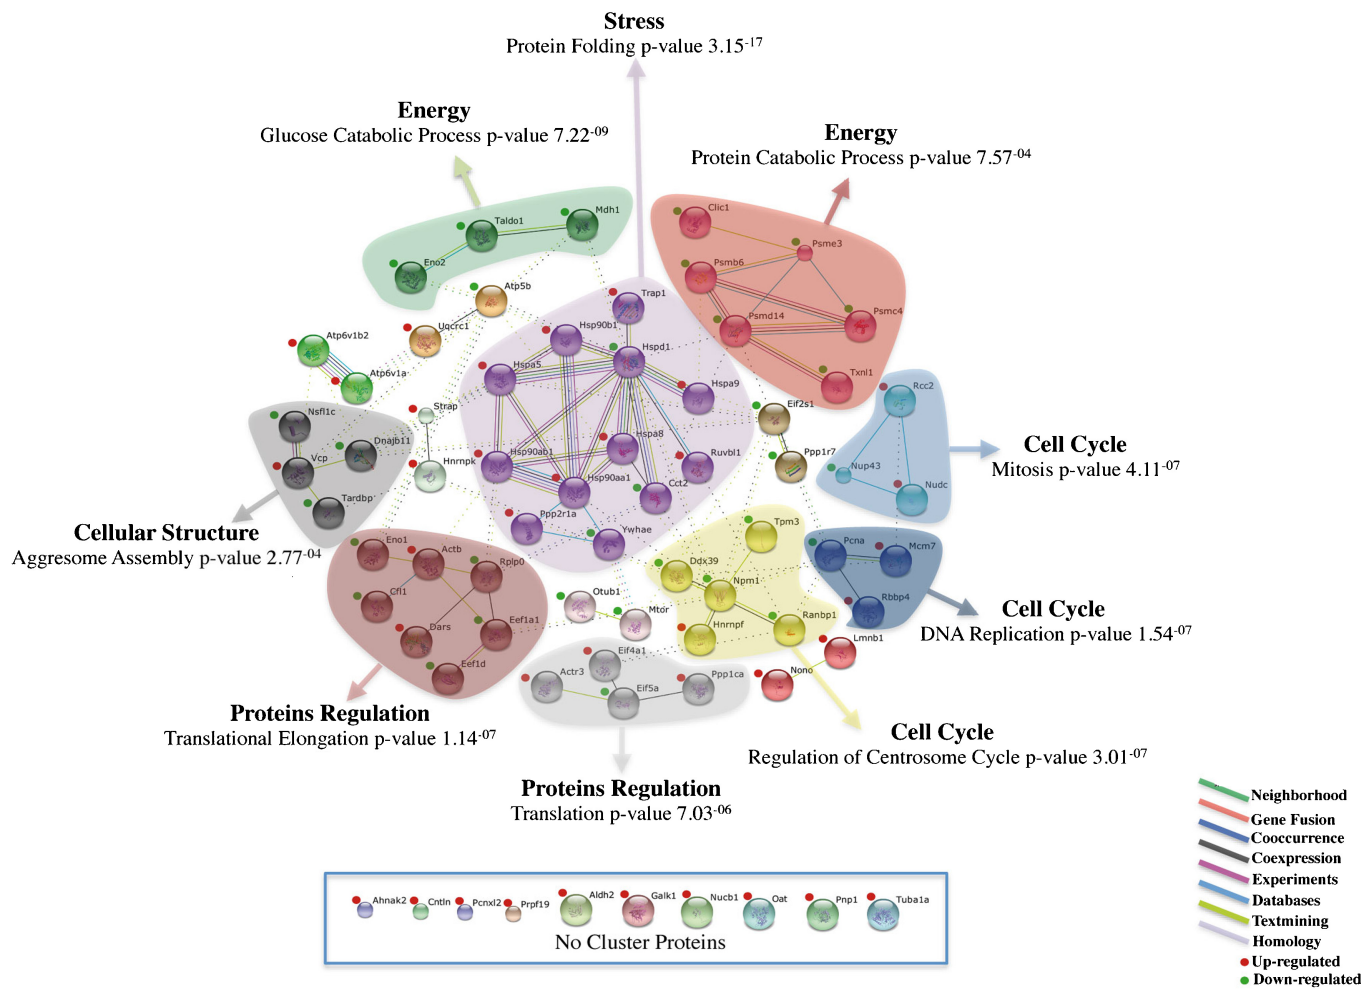

Fig. S5. Protein network of proteins identified in DIGE. Small red and green filled dots are representative of down- and upregulation, respectively. GO analysis of Cluster was performed with string software.

Table S1. List of the modulators used in screening, with the respective final concentrations.

| Drug name       | Concentration 1 | Concentration 2 | Concentration 3 | Concentration 4 |
|-----------------|-----------------|-----------------|-----------------|-----------------|
| SAHA            | 5.0 μM          | 2.0 μM          | 1.0 μM          | 0.1 μM          |
| VPA             | 10.0 μM         | 2.0 μM          | 1.0 μM          | 0.1 μM          |
| Sodium butyrate | 10.0 mM         | 1.0 mM          | 0.1 mM          | 0.01 mM         |
| SK7068          | 5.0 μM          | 1.0 μM          | 0.5 μM          | 0.05 μM         |
| Psammaplin A    | 5.0 μM          | 2.0 μM          | 1.0 μM          | 0.1 μM          |
| MS-275          | 5.0 μM          | 2.0 μM          | 1.0 μM          | 0.1 μM          |
| SB429201        | 5.0 μM          | 1.0 μM          | 0.5 μM          | 0.05 μM         |
| Methylgene      | 5.0 μM          | 1.0 μM          | 0.5 μM          | 0.05 μM         |
| SB379278        | 5.0 μM          | 1.0 μM          | 0.5 μM          | 0.05 μM         |
| Sirtinol        | 100.0 μM        | 10.0 μM         | 1.0 μM          | 0.1 μM          |
| EX527           | 500.0 nM        | 50.0 nM         | 1.0 nM          | 0.1 nM          |
| BIX01294        | 10.0 μM         | 5.0 μM          | 1.0 μM          | 0.1 μM          |
| ATRA            | 5.0 μM          | 1.0 μM          | 0.1 μM          | 0.01 μM         |
| BMS641          | 10.0 μM         | 5.0 μM          | 1.0 μM          | 0.1 μM          |

**Table S2. Mass spectrometry-identified hits involved in neural differentiation processes upon MS-275 treatment.**

| SPOT | Variation | Identification | Rules                                                                                                                                                                           |
|------|-----------|----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 536  | 30%       | HSP90AB1       | Potential role of heat shock proteins in neural differentiation of murine embryonic carcinoma stem cells                                                                        |
| 737  | 36%       | VCP            | Functional ATPase activity of p97/valosin-containing protein (VCP) is required for the quality control of endoplasmic reticulum in neuronal differentiated mammalian PC12 cells |
| 904  | 52%       | MCM7           | Accumulation and dynamics of proteins of the MCM family during mouse oogenesis and the first embryonic cell cycle.                                                              |
| 1028 | 27%       | HSPA5          | Oocyte-targeted deletion reveals that hsp90b1 is needed for the completion of first mitosis in mouse zygotes                                                                    |
| 1098 | 22%       | HSPA9          | Nuclear GRP75 binds retinoic acid receptors to promote neuronal differentiation of neuroblastoma                                                                                |
| 1448 | 55%       | DARS           | The signaling adapter protein DAP12 regulates multi-nucleation during osteoclast development                                                                                    |
| 1513 | 21%       | RUVBL1         | Evolutionarily conserved transcriptional co-expression guiding embryonic stem cell differentiation (WNT pathway)                                                                |
| 1758 | 46%       | TUBA1A         | Regulated expression of transgenes in embryonic stem cell-derived neural cells                                                                                                  |
| 1950 | 33%       | NUDC           | NudC is required for interkinetic nuclear migration and neuronal migration during neocortical development                                                                       |
| 2031 | 41%       | AHNAK2         | Self-regulated alternative splicing at the AHNAK locus                                                                                                                          |

**Table S3. Statistical analysis of mouse embryo chimera formation.**

|                                                                                  |
|----------------------------------------------------------------------------------|
| Cells treated with vehicle were injected in the 30 blastocysts                   |
| Cells treated with 0.5 $\mu$ M of Entinostat were injected in the 30 blastocysts |
| Cells treated with 5.0 $\mu$ M of Entinostat were injected in the 19 blastocysts |
| Readout and analysis:                                                            |
| 10 embryos pretreated <i>in vitro</i> with vehicle                               |
| 10 embryos pretreated <i>in vitro</i> with 0.5 $\mu$ M of Entinostat             |
| 9 embryos pretreated <i>in vitro</i> with 5.0 $\mu$ M of Entinostat              |
| EGFP evaluation:                                                                 |
| 8 out of 10 embryos (vehicle) showed broad EGFP signal                           |
| 7 out of 10 embryos (0.5 $\mu$ M MS-275) showed broad EGFP signal                |
| All 9 embryos (5.0 $\mu$ M MS-275) showed a clear absence of EGFP signal         |

How the deposited data were processed for this re-analysis (not part of the article)

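RNA-seq of TBV2 mouse ESC kept with LIF was analysed in 4 libraries, 2 from cells kept for 24 h with solvent and 2 from cells kept for 24 h with 5 µM MS-275. The libraries were grouped by their deposited titles, and the library called a duplicate in each condition was taken as replicate 2. The paper names DMSO as the control vehicle of its differentiation assay, while the control alignments are labelled ETOH. Which vehicle the RNA-seq controls received was not resolved, so the text says solvent. The lower dose, the Epi-SC profile, the proteomics, the q-PCR and the DAVID and PANTHER terms were not analysed here.

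The values are a signal per gene: as deposited by the authors, the reads had been mapped to mm9 and turned into normalized expression signal values with Genomatix. The paper names no aligner, no version, no formula and no handling of repeated reads for this step. For each library they deposited the values of 28250 genes, a shorter table of the genes at 0.001 or more, and the alignments. For each replicate pair they also deposited a table of ratios with missing values set to 0.001. These signal values are not counts, so no test for counts was run on them. The number of alignments behind each library ranged from 9785619 to 23467935, and the depth behind a single value cannot be read from the value itself.

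The analysis used R 4.3.3 with limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, pyarrow 21.0.0 and matplotlib 3.10.9. Genes with a value of at least 0.001 in at least 2 libraries were kept (20336 genes), and limma's lmFit and eBayes with a trend were fitted to log2(value + 0.005). Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted in each direction. A fold rule without a test counted the genes at least 2-fold higher or lower in both replicate pairs. The filter, pseudocount, test, gene lists and alternatives were set before the data were examined. Alternatives added later were the replicate block combined with the other choices, trends on GC content and exon length removed, a minimum of 2-fold with the block, other scalings and filters for Reactome, and limma-voom on distinct alignment positions.

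The libraries were treated as pairs by replicate number in the fits with a block. The pairing comes from the authors' column headers, which call replicate 1 of both conditions old. It was checked on the values: the deviations of 20336 genes from their group means correlated at 0.764 between libraries with the same replicate number, and at 0.619 over 17603 genes counted at distinct positions. The blocked value is given beside a result where it changes a call or a count. Fits with the block had 1 residual degree of freedom. With the block, over distinct positions and without a filter on low values, the variance came wholly from all genes together. Very small p values from these fits reflect that pooled variance.

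Distinct alignment positions were counted on the exons of GENCODE M1 genes on mm9, and genes with at least 10 in at least 2 libraries were tested. GC content and exon length came from the same annotation, with values for 89.4% of the genes called with the block and 85.6% of the genes tested. Coordinates are from this annotation. The GRCm38.p6 gene table was used for names alone.

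The genes named in the text are those the paper names, the 5 with the largest rise and the 5 with the largest fall among those past the threshold and changed the same way in both pairs, and the 2 members of a list that changed most in each direction. Only 1 gene passed without the block, so the largest changes were taken from the fit with the block.

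The 15 gene lists were the neural genes the study names, neural progenitor, neuron, glia, pluripotency, primed epiblast, endoderm, mesoderm, muscle, trophectoderm, germline, fibroblast, 2-cell-like state, histone deacetylases and the proteins of Table S2. Of their 216 entries, 204 matched the listed symbols as written, 7 matched through the Entrez identifier and 5 were not listed. Lists and Reactome pathways of 15 to 500 genes were tested with camera at a preset correlation of 0.01. They were also tested with an estimated correlation, and the lists with fry. The test with an estimated correlation rested on 2 residual degrees of freedom, or 1 with the block. It had little power, so a list or pathway that did not pass it decides little. Each list's median was set against 10000 random lists of genes with the same mean expression.

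Other alternatives were pseudocounts of 0.001 and 0.02, no filter, a mean value of at least 0.01, quantile normalization, median-ratio scaling, eBayes without a trend, the authors' shorter tables, other folds and floors, and each library left out in turn. With 2 libraries per group, a fit without 1 library leaves a single library in a group, so its value is given and no test. Such a fit also leaves the replicates unbalanced between the groups, so its value carries the offset between replicates. The steps were tested on simulated data with 200 changed genes and with the same replicate offset in both conditions. A set of 30 genes shifted by 1 on the log2 scale was called by camera, and 2 of 100 unshifted sets had a p under 0.05.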

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

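The list and its test were set before the data were examined, and the 4 tests of explanations below were chosen after the result was seen.

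The paper does not discuss the 2-cell-like state, a rare state of ESC with genes of the 2-cell embryo. The list of its markers stood out because its genes lie outside those the paper reports on and their values with MS-275 were above those with solvent. Of 10 listed genes 7 were in the values. Their median log2 fold change was 2.47 (camera adjusted p = 1.53e-05 without a block and 2.02e-06 with it). All 7 were higher in both replicate pairs, with changes from 1.17 to 3.04. Adjusted over the list alone, 7 of 7 passed without and with the block, against 0 and 7 over all genes tested. With an estimated correlation between genes the adjusted p was 0.310, and with fry it was 0.0208. Over all alternatives with the block it ranged from 4.03e-11 to 0.556. Tmem92-ps rose most (2.64), from a value of 0.0103 ± 0.00156 with solvent to 0.0902 ± 0.00945 with MS-275 (SD, n = 2 each), followed by Dub1 (2.51). With each library left out in turn the median of the list stayed between 2.21 and 2.65.

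The authors' scaling argues little for this rise, since the median was 2.24 after median-ratio scaling. Repeated reads kept in replicate 2 do not account for it either, since the median over distinct alignment positions was 2.57. A general rise of genes at a low level is argued against by the random lists with the same mean expression, since the list lay at percentile 100 among them. Those lists draw each gene on its own, so the percentile overstates the evidence if members of the list share reads. Reads shared between near-identical copies stay open. The Zscan4 and Usp17l families hold 5 of the 7 genes, and 35 bases can align to several of their members. The other two genes, Zfp352 and Tmem92-ps, rose by at least 2.29 on the log2 scale in each pair, but whether they share reads with further copies was not measured, so the number of separate genes that rose cannot be told apart from a rise of fewer copies. An effect of MS-275 on this state is the biological explanation the design offers. It stays open, and the share of cells in the state was not measured.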

How the results depend on the processing

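Alternatives that combine the block with another choice, those on distinct alignment positions or on GC content and length, and the other scalings and filters for Reactome were chosen after seeing the data. DESeq2 had been listed only for the case that a deposited file holds read counts per gene, which none does, and was not run. Counts made here from the alignments were tested with limma-voom. Where no cause is given below, the cause was not tested.

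The number of genes with an adjusted p under 0.05 was 1 higher and 0 lower. Without a block it was 0 higher and 0 lower with pseudocounts of 0.001 and 0.02, without a filter, with quantile normalization, with median-ratio scaling, with eBayes without a trend and with the authors' shorter tables. At an unadjusted p under 0.05 these 7 fits gave from 2154 to 3123 genes higher and from 505 to 1931 lower. It was 466 and 65 with a mean value of at least 0.01, where fewer genes (14740) were tested. It was 4277 and 1314 with the replicate block. With the block, it was 4216 and 1220 with pseudocount 0.001, 3790 and 1158 with pseudocount 0.02, 4989 and 1570 without a filter, 2751 and 1091 with a mean value of at least 0.01, 2812 and 2783 with quantile normalization, 3344 and 2806 with median-ratio scaling, and 3762 and 1127 with the trends on GC content and length removed. With the block and a change of at least 2-fold it was 2573 and 629, and 1479 and 1227 with quantile normalization, 1875 and 1156 with median-ratio scaling, and 1671 and 1010 with median-ratio scaling and the trends removed. Over distinct positions it was 2030 and 1273 without the block, 4163 and 3710 with it, and 2744 and 919 with it and at least 2-fold.

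The fold rule gave 3256 higher and 575 lower. It gave 5047 and 1367 at 1.5-fold, 1815 and 182 at 3-fold, 1263 and 362 with a floor of 0.01, 4784 and 1214 in replicate pair 1 alone, 5619 and 1682 in replicate pair 2 alone, 2581 and 362 with crossed pairs, and 5004 and 1076 by group means. Across the 4 fits that each left out 1 library it gave from 4536 to 7052 higher and from 1005 to 2730 lower.

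The fold changes of some named genes reversed. Hdac2 was -0.0688 and -0.0743 over distinct positions without and with the block. Pax6 was 0.0874 with the trends on GC content and length removed. Tubb3 was -0.00623 with median-ratio scaling, without and with the block. Vcp was -0.0853 with quantile normalization and -0.26 with median-ratio scaling, the same with the block, and -0.10 and -0.11 over distinct positions without and with it. With 1 library left out in turn, the fold change ranged from -1.06 to 0.32 for Dars, from -0.73 to 2.22 for Hdac1, from -0.50 to 1.14 for Hdac2, from -1.98 to 1.58 for Hsp90ab1, from -0.32 to 1.49 for Hspa5, from -1.41 to 0.40 for Hspa9, from -1.22 to 0.77 for Nanog, from -0.39 to 1.53 for Nudc, from -0.39 to 0.12 for Pax6, from -1.19 to 4.37 for Tuba1a and from -0.18 to 0.21 for Vcp. These ranges carry the offset between the replicates, which a missing library leaves unbalanced. Within replicate pairs 1 and 2, Hdac2 (-0.04 and 0.68) and Vcp (-0.10 and 0.12) differed in sign. The other genes with such a range kept their sign in both pairs, such as Nanog (-0.23 and -0.22) and Hsp90ab1 (-0.18 and -0.21). The alternatives of this paragraph were run on the genes the paper names, the largest changes, and the members with the largest changes from the pluripotency, neural progenitor, 2-cell-like and study neural lists. Of these genes, the others kept their direction under each alternative that gave them a value. Other genes named in the text, such as Col1a1 and Zfp352, were not followed here, and Sox1 has no value over distinct positions or with the trends on GC content and length removed. With a block or distinct positions 309 of these values went past the threshold, and with the other alternatives that keep all libraries 15 did and 7 no longer did.

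Of the gene lists, 4 passed as higher and 1 as lower. With a mean value of at least 0.01 the neuron list (13 genes, 0.47, adjusted p = 0.0495) and the mesoderm list (5 genes, 1.06, adjusted p = 0.0337) also passed. With the block and this filter mesoderm passed (adjusted p = 0.0487) and neuron did not (adjusted p = 0.109). The germline list passed with quantile normalization (0.55), with an adjusted p of 0.0181 without and 0.00617 with the block. With an estimated correlation 0 passed in either direction, without and with the block, and with fry 0 passed as lower, without and with the block. The median of the endoderm list was -0.0936 with quantile normalization, that of fibroblast -0.0926, that of mesoderm -0.0117 and that of histone deacetylases -0.10, the same with the block. The histone deacetylases were also at -0.0335 with median-ratio scaling, without and with the block, and at -0.0663 and -0.0683 over distinct positions without and with it. With 1 library left out, endoderm ranged from -0.23 to 0.84, histone deacetylases from -0.0056 to 0.36, and the proteins of Table S2 from -0.86 to 0.36. The pluripotency list ranged from -1.36 to -0.45, the neuron list from 0.16 to 0.92, the neural progenitor list from 0.57 to 0.67 and the 6 neural genes of the study from 1.99 to 2.41.

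The neural progenitor list kept its direction and no longer passed with a mean value of at least 0.01 (0.56, 8 genes, 4 higher and 4 lower in both pairs), with quantile normalization (0.28) or with the block (0.59). It did not pass with the block and pseudocount 0.001 (1.61) or 0.02 (0.22), without a filter (0.57), with a mean value of at least 0.01 (0.56) or with quantile normalization (0.28). With the block and median-ratio scaling it passed (0.52, adjusted p = 0.0391). It did not pass over distinct positions without (1.38) or with the block (1.58), with an estimated correlation (0.59, without and with the block) or with fry and the block (0.59). The pluripotency list (-0.83) did not pass with an estimated correlation or with fry, without and with the block. The 6 neural genes of the study (2.02) did not pass with an estimated correlation, without and with the block, or with fry and the block.

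Reactome gave 17 pathways higher and 35 lower. It gave 11 and 23 with the block, 9 and 12 with a mean value of at least 0.01, where fewer genes were tested, and 0 and 0 with quantile normalization, which was run without the block alone. With an estimated correlation it gave 0 and 0, without and with the block. The 14 named pathways kept their direction under every alternative, and 2 results went past the threshold and 23 no longer passed. Spearman's rho between the group means was 0.906 in place of 0.939 with a mean value of at least 0.01.

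Values of Sox17 and T with solvent were near 0.005, where the pseudocount sets much of the fold change. Without a pseudocount, an alternative chosen after seeing the values, the ratio of group means was 4.32 for Sox17, 6.53 for T, 3.01 for Fgf1, 0.0889 for Lefty1 and 0.445 for Pou5f1, in the same direction as with it.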

Differences from the paper's values

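The paper reports 1822 genes higher with 5 µM MS-275. For the counts of genes, a gap was called closed when the count came within 1.5 times of the paper's. With an adjusted p under 0.05 from limma the count was 1, and none of the alternatives for this test set before the data were examined closed the gap (0 to 466 without a block, 4277 with the block). Alternatives chosen after seeing the values came closer: with the block and a change of at least 2-fold the count was 2573, with median-ratio scaling in addition 1875, with quantile normalization in its place 1479, with median-ratio scaling and the trends on GC content and length removed 1671, over distinct positions without a block 2030. By the fold rule the count was 3256 against the paper's 1822. Of the alternatives for the fold rule set before the data were examined, a minimum of 3-fold (1815), a floor of 0.01 (1263) and crossed pairs (2581) closed the gap, and 1.5-fold (5047), replicate pair 1 alone (4784), replicate pair 2 alone (5619) and the ratio of group means (5004) did not. The authors' own deposited ratios were at least 3-fold in both tables for 1814 genes.

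The paper reports 245 genes lower with 5 µM MS-275. With an adjusted p under 0.05 from limma the count was 0, and none of the alternatives for this test set before the data were examined closed the gap (0 to 65 without a block, 1314 with the block). No alternative chosen later came within 1.5 times of it. By the fold rule the count was 575 against the paper's 245. A minimum of 3-fold (182), a floor of 0.01 (362) and crossed pairs (362) closed the gap, and 1.5-fold (1367), replicate pair 1 alone (1214), replicate pair 2 alone (1682) and the ratio of group means (1076) did not. The authors' own deposited ratios were lower by at least 3-fold in both tables for 183 genes.

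The paper's q-PCR values for 5 µM MS-275 are ratios to solvent with errors whose kind was not identified. The key printed in Fig. 5C gives their time as the 24 h treatment, while the legend of the figure names p1, and which of the 2 holds was not resolved. The bars of the 24 h treatment were read. A gap was called closed when the ratio lay within the paper's error, also read by eye. This error was about 0.03 for Fgf1, 0.2 for Lefty1, 5.5 for Sox17 and 4.5 for T. For Fgf1 the paper's value is about 0.4 in Fig. 5C, read by eye, and the ratio from the RNA-seq values was 2.90, in the other direction. For Lefty1 the paper's value is about 0.36 in Fig. 5C, read by eye, and the RNA-seq ratio was 0.113. For Sox17 the paper's value is about 17 in Fig. 5C, read by eye, and the RNA-seq ratio was 2.52. For T (Brachyury) the paper's value is about 11 in Fig. 5C, read by eye, and the RNA-seq ratio was 3.70. These ratios carry the pseudocount of 0.005, which draws ratios of low values toward 1. None of the 7 alternatives set before the data were examined, all with a pseudocount, closed the gap for any of these 4 genes. Over them the ratio was 2.39 to 3.00 for Fgf1, 0.0934 to 0.141 for Lefty1, 1.55 to 4.23 for Sox17 and 2.10 to 5.52 for T. Ratios without a pseudocount were chosen after seeing the values. For T the ratio of group means was then 6.53, which closed the gap, as did replicate pair 1 (6.66), while replicate pair 2 (6.28) did not. These 3 ratios of T lie close to the edge of the error, and a bar read by eye cannot separate them. For Lefty1 replicate pair 1 (0.189) closed the gap, and replicate pair 2 (0.0558) and the ratio of group means (0.0889) did not. For Sox17 the ratio of group means (4.32) and the replicate pairs (3.35 and 10.2) did not, and for Fgf1 they did not either (3.01, 3.12 and 2.95).

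The paper states that Fgf1 was changed in the RNA-seq as in its earlier measurement, where it fell. Here its log2 fold change was 1.54, and it was higher in both replicate pairs (1.56 and 1.51).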

Other observations

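The tests of depth, of one density of background reads, of repeated positions in the narrow values, of the lost decimal mark and of distinct positions at a change of at least 2-fold were chosen after the result was seen. The other tests of explanations were written down before their own results were seen.

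Without a block 1 gene passed an adjusted p of 0.05. The values of replicate 1 were narrow at the top, where the value exceeded by 0.1% of 21969 genes was 5.45 times the 75th percentile, against 62.1 times in replicate 2. Collapsing the alignments that keep repeated positions to distinct positions brought the ratio of reads per base from 58.5 to 7.51, near that of replicate 1. This is consistent with repeated positions having been removed before the values of replicate 1 were made and kept for replicate 2. With distinct positions in all 4 libraries, limma-voom without a block passed 3303 of 17603 genes, but this fit also differs in form from that of the deposited values, so the number on its own decides nothing. With all alignments counted, the same limma-voom fit on the same genes passed 0 (3644 at an unadjusted p under 0.05, against 6154 with distinct positions). The median residual SD on the log2 scale was 0.419 with all alignments and 0.248 with distinct positions. This is in line with repeated positions in 1 replicate of each condition having widened the spread within groups of the counts. A difference between the sequencing batches runs along the same split, and the deposited values were not made again here. No biological explanation was tested, since the replicates of a condition do not differ by design.

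The values of each library followed the alignments deposited with the other replicate of its condition. For solvent, Pearson's r across 9918 genes was 0.887 for the values of replicate 1 and 0.914 for those of replicate 2 with the alignments of the other replicate, against 0.827 and 0.778 with their own. For MS-275 it was 0.877 and 0.902, against 0.773 and 0.709. The same order held across conditions. The values of solvent replicate 1 gave 0.777 and 0.684 with the alignments of MS-275 replicates 2 and 1. An exchange was therefore not told apart from a different handling of repeated positions. An exchange would stay within a condition, so the groups compared here are the same under either numbering.

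More genes were higher than lower with MS-275 in the fit with the block (4277 against 1314). Deeper MS-275 libraries are argued against in the deeper pair alone, where the MS-275 library had 0.853 times the alignments of the solvent library and more genes were at least 2-fold higher than lower (5619 against 1682). In the other pair the MS-275 library had 1.12 times the alignments (4784 against 1214 genes), so that depth stays open there. Values and alignments are set together here as if exchanged between replicates. Otherwise the gene counts of the pairs change places, and more genes were higher in the deeper pair either way. After trends on GC content and exon length were removed, 3.34 genes were higher per lower gene. The removal kept the mean level of each library, so it could not take away an excess from an overall shift and decides little here. The median log2 fold change was 0.20 before it and 0.22 after it. Before the removal, Spearman's rho across genes between the fold change and these properties was 0.126 and -0.111. Feeder fibroblasts in the MS-275 cultures stay open. The median of the fibroblast list lay at percentile 34.9 of random lists with the same mean expression, but its genes went both ways. In both pairs 12 were higher and 6 lower, and with the block 7 of the 21 passed as higher and 0 as lower. Among its abundant genes Fn1 fell from values of 0.872 and 1.73 to 0.709 and 0.794. Sparc fell from 0.483 and 0.378 to 0.383 and 0.225. Col1a1 and Col1a2 rose (log2 fold change 2.41 and 1.06), which the test set beforehand had named as a sign of fibroblasts. Background reads over the genome were to be judged by olfactory receptor genes. Only 35 of 1080 were tested, with a median log2 fold change of 0.32 against 0.35 for other genes at their level, which decides nothing. The authors' scaling of the libraries stays open as a cause of the excess when any change counts. Median-ratio scaling brought the excess to 1.19 genes higher per lower gene. That step also brings the median log2 fold change to -0.01 and so acts on the balance itself, which leaves the question undecided. No added reference RNA is in the data, so a true rise of most genes and a difference in scale cannot be separated, and an effect of MS-275 stays open.

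Among changes of at least 2-fold with the block, 2573 genes were higher and 629 lower. The authors' scaling as the whole cause is argued against, since 1.62 genes were higher per lower gene after median-ratio scaling (1875 and 1156), over the 1.5 named beforehand. Over distinct alignment positions, which use neither the authors' values nor their scaling, 2.99 were higher per lower (2744 and 919), and 2.26 and 3.10 in replicate pairs 1 and 2 alone. After quantile normalization the counts were 1479 and 1227, but that step gives all libraries the same distribution and so acts on the balance itself. The excess was larger among genes with few reads. With at least 50 positions in at least 2 libraries 2.06 were higher per lower (1.57 and 2.41 in pairs 1 and 2), and with at least 200 the called genes showed no excess (424 higher and 460 lower of 9099). The pairs went apart there, with 471 higher and 637 lower in pair 1 and 450 and 366 in pair 2. Trends on GC content and exon length are argued against, with 1.65 higher per lower after both median-ratio scaling and removal of the trends. Of the 35 olfactory receptor genes tested, 31.4% were at least 2-fold higher in both pairs, against 27.9% expected from other genes at their level. These genes lie near the floor and decide nothing on their own. Background reads at one density over all genes are argued against. The mean value of all 1080 olfactory receptor genes rose by 0.000132 in pair 1 and 8.87e-05 in pair 2, against a median rise of 0.0297 and 0.0263 for the 2573 genes at least 2-fold higher. The share of alignments between genes was 7.14% and 7.74% in the files deposited with solvent replicates 1 and 2 and 10.0% and 8.60% in those with MS-275. An effect of MS-275 stays open as the biological explanation.

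The neural progenitor list rose beyond other genes at the same level, with its median at percentile 97.96 of the random lists, in a test that could have come out within them. Of its 19 genes tested, 8 had a mean value of at least 0.01, and of these 4 rose and 4 fell in both pairs, so that the tally of 14 higher against 4 lower leans on genes with low values. The list shares Nes with the genes the study picked from these libraries. Lists of other kinds lay as high: the germline list at percentile 99.96 (median 0.73, adjusted p = 0.174), muscle at 99.5, primed epiblast at 99.2 (median 0.77, adjusted p = 0.795) and trophectoderm at 98.1. Neuron lay at 80.9, glia at 91.0, mesoderm at 55.4 and endoderm at 51.0. A rise confined to neural genes is thus not what the lists show. The fibroblast list had a median of 0.24 (adjusted p = 0.795) and the histone deacetylases 0.20 (adjusted p = 0.759). Both medians turned below 0 with quantile normalization, at -0.09 and -0.10. Without solvent replicate 1 the median was 0.39 for fibroblast and 0.36 for the histone deacetylases, and without solvent replicate 2 it was 0.37 for germline, 0.50 for primed epiblast and -0.0056 for the histone deacetylases. Within replicate pairs 1 and 2 the histone deacetylases were at 0.24 and 0.17.

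The 10 proteins of Table S2, which the study found by proteomics, had a median log2 fold change of -0.28 in the RNA values (adjusted p = 0.0839 without a block and 0.134 with it), with 3 genes higher and 6 lower in both pairs. Without solvent replicate 2 or MS-275 replicate 1 the median was 0.36 or 0.19. Within replicate pairs 1 and 2 the median was -0.18 and -0.36. Adjusted over the list alone, 0 genes passed without a block and 3 with it.

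In the authors' deposited table of ratios for replicate pair 2, 633 ratios were lower than the ratio of the values in the authors' lists, 545 of them by 100 times and 88 by 10 times. All of them (100%) had a solvent value of at least 1, and 98.8% of the genes with such a value were affected, which is consistent with a lost decimal mark in solvent values of 1 or more. Nanog is listed there at 0.00856, where the values give 0.856, Pou5f1 at 0.00337 where they give 0.337, and Esrrb at 0.00219 where they give 0.219. In the authors' shorter table of MS-275 replicate 1, 182 genes had a value 1000 times that of the list. No biological explanation applies to these. By the deposited ratios, 4784 genes were at least 2-fold higher and 1214 lower in pair 1, and 5564 and 2267 in pair 2.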
